# The Sulfated Laminarin Triggers a Stress Transcriptome before Priming the SA- and ROS-Dependent Defenses during Grapevine's Induced Resistance against *Plasmopara viticola*

**DOI:** 10.1371/journal.pone.0088145

**Published:** 2014-02-06

**Authors:** Adrien Gauthier, Sophie Trouvelot, Jani Kelloniemi, Patrick Frettinger, David Wendehenne, Xavier Daire, Jean-Marie Joubert, Alberto Ferrarini, Massimo Delledonne, Victor Flors, Benoit Poinssot

## Abstract

Grapevine (*Vitis vinifera*) is susceptible to many pathogens which cause significant losses to viticulture worldwide. Chemical control is available, but agro-ecological concerns have raised interest in alternative methods, especially in triggering plant immunity by elicitor treatments. The β-glucan laminarin (Lam) and its sulfated derivative (PS3) have been previously demonstrated to induce resistance in grapevine against downy mildew (*Plasmopara viticola*). However, if Lam elicits classical grapevine defenses such as oxidative burst, pathogenesis-related (PR)-proteins and phytoalexin production, PS3 triggered grapevine resistance *via* a poorly understood priming phenomenon. The aim of this study was to identify the molecular mechanisms of the PS3-induced resistance. For this purpose we studied i) the signaling events and transcriptome reprogramming triggered by PS3 treatment on uninfected grapevine, ii) grapevine immune responses primed by PS3 during *P. viticola* infection. Our results showed that i) PS3 was unable to elicit reactive oxygen species (ROS) production, cytosolic Ca^2+^ concentration variations, mitogen-activated protein kinase (MAPK) activation but triggered a long lasting plasma membrane depolarization in grapevine cells, ii) PS3 and Lam shared a common stress-responsive transcriptome profile that partly overlapped the salicylate- (SA) and jasmonate-(JA)-dependent ones. After *P. viticola* inoculation, PS3 specifically primed the SA- and ROS-dependent defense pathways leading to grapevine induced resistance against this biotroph. Interestingly pharmacological approaches suggested that the plasma membrane depolarization and the downstream ROS production are key events of the PS3-induced resistance.

## Introduction

Grapevine (*Vitis vinifera*), a major fruit crop worldwide, is affected by many diseases, such as downy mildew (*Plasmopara viticola*), powdery mildew (*Erysiphe necator*) and grey mould (*Botrytis cinerea*). Against these severe diseases, modern sustainable viticulture aims to limit chemical treatments by using alternative strategies. One of them is to trigger grapevine resistance by eliciting its innate immunity.

Plants use two distinct layers of immunity to counterattack microbial infections [1]. The first, PAMP-triggered immunity (PTI), is based on the detection *via* pattern recognition receptors (PRRs) of evolutionarily conserved elicitors, also called pathogen-, microbe- or damage-associated molecular patterns (PAMPs; MAMPs; DAMPs) [2]. However, successful pathogens can secrete effectors that suppress or interfere with PTI, resulting in effector-triggered susceptibility (ETS) [2]. The second level of perception involves the direct or indirect recognition of pathogen effectors by intracellular immune receptors leading to effector-triggered immunity (ETI) [2]. ETI is highly specific and usually accompanied by a hypersensitive response (HR) manifesting as localized cell death at the point of infection [2].

Both PTI and ETI lead to the activation of plant signaling events within minutes to a few hours after perception [3]. Thus, anion effluxes and cytosolic calcium variations are amongst the earliest responses observed in plant cells following elicitor recognition [4], [5]. These ion fluxes contribute to plasma membrane depolarization that can act upstream of cell death. Indeed, anionic channel inhibitors have been shown to block anion efflux and HR triggered by the elicitor cryptogein in tobacco [6], [7]. The ROS, mainly produced by plasma membrane NADPH oxidases [8], [9], together with the activation of MAPK cascade are complementary signaling events leading to a whole transcriptome reprogramming [10]–[12]. Plant hormones such as salicylate (SA), jasmonate (JA), ethylene (ET), and abscissic acid take part in fine-tuning the defense responses [13], [14]. In Arabidopsis, the consensus is that the SA-dependent signaling pathway is required for defense against biotrophs, while the JA/ET pathways are important against necrotrophs [15]. One outcome of these defense signaling pathways is the production of antimicrobial secondary metabolites such as phytoalexins [16] and PR proteins such as β-1,3 glucanases and chitinases [17].

In grapevine, some molecules elicit several of the aforementioned signaling events, *e.g.*, DAMPs like oligogalacturonides (OGs) and PAMPs like the β-1,3 glucan laminarin (Lam) or the *B. cinerea* endopolygalacturonase BcPG1 [18]–[20], while some others like β-aminobutyric acid (BABA) do not [21]. Thus BABA-induced resistance is more mediated by the priming phenomenon [21], [22].

The priming is achieved either *via* exposure to a low amount of pathogen or symbiotic rhizobacteria, or with treatment with molecules such as BABA [22]–[24]. Contrary to elicitation, priming did not trigger notable defense responses in the plant, but upon subsequent challenge by biotic or abiotic stress the cells react with faster and stronger defense responses [25]–[27].

Laminarin (Lam), a β-1,3 glucan polymer (degree of polymerization: DP 33) from the algae *Laminaria digitata,* is able to elicit defense-related events in tobacco and grapevine [18], [28]. Lam treatment also results in partial resistance against *Tobacco mosaic virus* (TMV) or *B. cinerea* and *P. viticola* in tobacco or grapevine, respectively [18], [29]. The chemically sulfated form of Lam, PS3, clearly enhances the tobacco plant immunization against TMV [29]. Similarly, PS3 treatment of susceptible grapevine strongly limits colonization and sporulation of the oomycete *P. viticola* [30]. However, the mode of action differs depending on the plant species. Indeed, in tobacco and Arabidopsis, PS3 triggered plant immunity by direct elicitation of plant defenses including ROS production, the expression of SA- and ET-dependent PR-proteins and phytoalexin synthesis [29]. Conversely, in grapevine, the PS3-induced resistance (PS3-IR) is due to priming of plant defense genes, callose and phenol depositions and HR-like cell death, triggered only after pathogen inoculation [30].

The aim of this study was to decipher the mode of action of PS3 in grapevine. For this purpose, the early signaling events triggered by PS3 were first investigated in grapevine cell suspension. Compared to the well-known elicitor Lam, PS3 did not elicit classical early signaling events but triggered an enhanced and prolonged plasma membrane depolarization. Grapevine transcriptomics analyses were performed on uninfected plants to identify genes that might directly contribute to the mode of action of PS3. Thus, the aims were (i) to determine specific PS3-modulated genes compared to those regulated upon Lam treatment, and (ii) to identify, for the first time in grapevine, gene expression profiles upon SA and JA treatments since these hormones have been shown to play key roles in plant immunity. Thus, a microarray analysis performed at 12 h post-treatment (hpt) led to the identification of 33 genes specifically modulated by PS3 while most of the others were common to Lam and PS3 treatments. In parallel, microarrays studies of SA- or JA-induced transcriptomic changes at 12 hpt allowed the identification of grapevine SA- and JA-marker genes and showed that PS3-transcriptome only partly overlaps those of SA and JA. The PS3-primed grapevine defenses were also investigated after inoculation with the causal agent of downy mildew, *P. viticola.* Our results indicated that PS3 primed the biosynthesis of SA and the expression of SA-marker genes in plants challenged with *P. viticola*. Finally, ROS and anion channels were shown to be key components of PS3-IR.

## Materials and Methods

### Chemical Molecules

The β-glucans Lam and PS3 were prepared in ultra-pure water for cell suspension experiments, or in water with an appropriate adjuvant (0.05%) for experiments realized on plants [30]. Lam, PS3 and the adjuvant were provided by Goëmar and are available on request (http://www.goemar.com). Equal volume of ultra-pure water or 0.05% adjuvant was used as control in cell suspension or plant experiments, respectively. For plant treatments, solutions were sprayed to upper and lower leaf faces until the run-off point. Glucan treatment was applied 1 and 2 days before inoculation with *P. viticola* for experiments realized on leaf discs or on plants, respectively. Adjuvant or β-glucans have no direct toxic effect on *P. viticola* sporangia and zoospores [30].

All pharmacological compounds were purchased from Sigma-Aldrich and dissolved in dimethylsulfoxide (DMSO). Control treatment consists in equivalent volumes of water or DMSO. When used, final DMSO concentration did not exceed 0.25% (v/v). The NADPH oxidase inhibitor diphenylene iodonium (DPI; [21]) and the glibenclamide anion channel blocker (Gli; [6], [7]) were added 30 min before PS3 treatment. All chemicals used were tested for their non-toxicity 4 h and 24 h after treatment on grapevine cells and herbaceous cuttings, respectively.

### Cell Culture Treatments

Grapevine (*V. vinifera* cv. Gamay) cell suspensions were maintained as described by Vandelle *et al.* [31]. Cells were collected during the exponential growth phase, were washed with the suspension buffer (175 mM mannitol, 0.5 mM K_2_SO_4_, 0.5 mM CaCl_2_, and 10 mM MES, pH 5.3), and then was resuspended at 0.1 g ml^−1^ fresh weight of cells (FWC). After 1 h of equilibration (150 rpm, 24°C), grapevine cells were treated with β-glucans and analyses of ROS production, cytosolic Ca^2+^ concentration variations, or MAPK phosphorylation were performed.

### Free Cytosolic Calcium Concentration Variation Analysis

Measurements of the [Ca^2+^]_cyt_ were based on aequorin bioluminescence using a luminometer (Lumat LB 9507, Berthold, Evry, France). *In vivo* reconstitution of aequorin was performed by the addition of 6 µl of coelenterazine (5 mM stock solution in DMSO) to 10 ml of aequorin-transformed cell suspension for at least 3 h in the dark. Luminescence was recorded continuously and data converted to free cytosolic calcium concentration using the calibration equation described in Vandelle *et al*. [31].

### H_2_O_2_ Production Measurement

H_2_O_2_ production was assessed using a luminol chemiluminescence assay with a luminometer (Lumat LB 9507, Berthold, Evry, France). Aliquots (250 µl) of cell suspension were analyzed after the addition of 300 µl of H50 medium (50 mM Hepes, 175 mM mannitol, 5 mM CaCl_2_, 0.5 mM K_2_SO_4_; pH 8.5) and 50 µl of 0.3 mM luminol. Luminescence emission was monitored and recorded every 10 s. Relative luminescence units were converted in nmol of H_2_O_2_ per gram of fresh weight cell (FWC), after the establishment of a H_2_O_2_ reference range with untreated cell suspension.

### Plasma Membrane Depolarization Measurement

Cells were equilibrated in the dark for 2 h in suspension buffer supplemented with 10 µM DiBAC_4_ (Bis(1,3-dibarbituric acid)-trimethine), as described in Dubreuil-Maurizi *et al*. [32]. Five hundred microliters were transferred per well into a 24-well plate and DiBAC_4_ fluorescence was recorded continuously at 10s intervals, using a fluorimeter (Fluoroskan Ascent Fluorometer, Labsystems, Helsinki, Finland) with λ_ex_ = 485 nm and λ_em_ = 525 nm. Fluorescence was expressed as relative fluorescence units (RFU).

### Western Blot Analyses

Fifteen µg of protein per sample were solubilized in Laemmli buffer, submitted to 12% SDS-PAGE before Western blotting. Nitrocellulose membrane is pre-incubated first during 2 h at room temperature with TBST buffer (10 mM Tris-HCl, 150 mM NaCl, 0.05% Tween-20, pH 7.5) and 1% BSA; then incubated with primary antibody (Cell Signalling): anti non phosphorylated human ERK1/2 (total MAPK, inactive) or anti-phospho Thr202/Tyr204 peptide of human ERK1/2 (phosphorylated MAPK, active) mouse antibody, 1/3000 diluted in TBST buffer during 1h30 under shaking. After 3 washes with TBST buffer for 10 min each time, membrane is incubated with goat HRP-conjugated anti-mouse secondary antibody (Sigma-Aldrich), 1/6000 diluted in TBST buffer. After 3 washes with TBST buffer for 10 min each time, MAPK were detected using ECL detection kit (Pharmacia Biosciences).

### Plant Materials

The *V. vinifera* (cv. Marselan) plants, susceptible to *P. viticola*, were obtained from herbaceous cuttings placed in individual pots containing a mixture of peat and perlite (4/1, v/v), and grown in a glasshouse at a temperature of 24/18°C (day/night) with a photoperiod of 16 h light. Plants were watered daily and fertilized once a week. Leaf material was collected from the 2^nd^ and 3^rd^ youngest fully expanded leaves where the level of PS3-induced resistance has been demonstrated to be the highest [33].

### Pathogen Inoculation and Disease Assessment

Two days after treatment, leaves of *V. vinifera* plants (cv. Marselan) were inoculated with *P. viticola* by spraying onto the lower face a freshly prepared sporangia suspension at 10^4^ sporangia ml^−1^ [33]. The mycelium development was analyzed by aniline blue staining. Foliar discs from the youngest 2^nd^ and 3^rd^ fully expanded leaves were fixed overnight at room temperature in pure methanol solution before clarification in chloral hydrate solution (2.5 g l^−1^). Samples were rinsed with phosphate buffer (0.1 M Na_2_HPO_4_, pH 8.0), then stained overnight with aniline blue staining solution (0.05% prepared in phosphate buffer) and observed by epifluorescence microscopy under UV (λ_ex_–λ_em_: 340–380 nm).

Concerning leaf disks assays, leaf disks (*V. vinifera* cv. Marselan) were floated (lower face in contact with solution) on the chemical solutions (200 µM Gli, 10 µM DPI or diluted DMSO) during 24 h, washed 3 times with water before the second treatment (adjuvant, or 2.5 g l^−1^ PS3) during 24 h. The leaf disks were rinsed 3 times in water and then transferred (lower face uppermost) onto moist Whatman filter paper in a Plexiglas box before inoculation with *P. viticola* (20 µl at 10^4^ sporangia ml^−1^ per disk).

Disease intensity was assessed by measuring the leaf area covered by *P. viticola* sporulation at 8 dpi, as described by Trouvelot *et al.* [30].

### Localization of H_2_O_2_ and Callose Deposition in Treated Leaves

*In situ* H_2_O_2_ production was revealed by brown precipitates after 3,3′-diaminobenzidine (DAB) staining. Gli, DPI, or DMSO (control) was administered by petiolar absorption during 24 h, and then 2^nd^ and 3^rd^ fully expanded leaves were transferred into water. Leaves were sprayed with adjuvant or PS3 (5 g l^−1^) until the run-off point and inoculated 1 day later with *P. viticola* (10^4^ sporangia ml^−1^) to upper and lower leaf faces. Leaves were harvested at different time points and transferred for an additional 5 h period (80 µmol m^−2^ s^−1^, 50% relative humidity ±10, 22°C) to DAB solution (1 g l^−1^). Harvested leaf discs were bleached first with pure methanol, then chloral hydrate solution (2.5 g l^−1^). H_2_O_2_ is visualized as a reddish-brown deposit in DAB-treated leaves. Callose deposition was revealed by aniline blue staining as previously described [21]. Briefly, clarified leaf disks were stained in 0.05% aniline blue (in phosphate buffer) overnight and then were mounted on microscope slides in the same solution. Pathogen structure and callose deposition were observed in blue by epifluorescence microscopy under UV (λex = 340 nm, λem = 380 nm, stop filter LP 430 nm, Leica).

### Microarray Analysis

Triplicate samples were collected on grapevine plants spray treated with 5 g l^−1^ PS3, 5 g l^−1 ^Lam, the mock 0.05% Adj, 1 mM SA, 40 µM JA or the corresponding control (0.1% DMSO) at 12 hpt. For each time point, the 2^nd^ and 3^rd^ youngest full-sized leaves of 4 independent plants were harvested. Then, RNA samples from three independent biological experiments (n = 3) were extracted according to Reid *et al.* [34], purified by LiCl precipitation and analyzed using an RNA 6000 nano kit (Agilent Technologies, Waldbronn, Germany). One µg of RNA was processed using AminoAllyl MessageAmpTM aRNA (Ambion, Life technologies, Saint Aubin, France) and hybridized to a Combimatrix Grape Array 1.2 (24562 unigenes) according to the manufacturer’s protocols. Microarrays were scanned using ScanArray 4000 XL (PerkinElmer Life Sciences, Waltham, MA, USA). Data extracted with Microarray Imager (Combimatrix, Irvine, CA, USA) were normalized by median scaling before deposition in NCBI GEO database (ID: GSE42972). Differentially-expressed genes were identified by pairwise comparison of plants treated (PS3, Lam or SA, JA) *versus* control plants (Adj or DMSO ) as described by Tsai *et al.* [35]. GO enrichment analysis was performed on PS3-up-regulated genes with the AgriGO software [36].

### Quantitative Reverse-transcription PCR (qPCR)

For qPCR analysis, 4 independent biological experiments were performed as described above (n = 4). Briefly, plants were first sprayed either with adjuvant only or with adjuvant plus PS3 (5 g l^−1^) and subsequently inoculated with the pathogen. For each experiment, the 2^nd^ and 3^rd^ youngest fully expanded leaves from 4 individual plants were sampled and pooled per treatment at 0, 1, and 2 days post inoculation (dpi). Then, total RNA was extracted as described above. cDNA was synthesized using Superscript III Reverse Transcriptase kit (Invitrogen, Life technologies, Saint Aubin, France), random hexamers, and 2 µg of DNA-free total RNA according to the manufactureŕs instructions. The qPCR experiments were carried out with the ABsolute™ QPCR SYBRGreen ROX Mix (Thermo Scientific, Waltham, MA, USA), with a final primer concentration of 500 nM, in a LightCycler480 (Roche, Meylan, France) using a thermal cycling profile of 95°C 15 min; 40 cycles of 95°C for 20 s, 60°C for 30 s, 72°C for 30 s. The melting/dissociation curve of each reaction was checked to ensure a single amplicon was produced. The mean cycle threshold (Ct) value of a sample's technical triplicates was used for the further analysis. The relative gene expression was determined with the comparative Ct method [37]: 2^–ΔΔCt^; where ΔΔCt = ΔCt (treated sample) – ΔCt (control sample) and ΔCt = Ct (target gene) – Ct (reference gene). See Table S4 for the sequences of the used primers, including those of *VATP16* as the reference gene [38].

### Quantification of JA and SA Metabolites by LC-MS

Fifty mg of freeze dried leaves were harvested in parallel of microarray samples and homogenized after addition of a mixture of internal standards containing 100 ng dihydro-JA and D_6_-SA [39]. After centrifugation the supernatant was purified by organic partitioning, as previously described [40], [41]. A dried aliquot was re-suspendended in 1 ml of MeOH: H_2_O (10∶90) and injected into the HPLC system. Analyses were carried out using a Waters Alliance 2690 HPLC system (Milford, MA, USA) with nucleosil ODS reversed-phase column (100×2 mm i.d.; 5 lm; Scharlab, Barcelona, Spain) coupled to a Quatro LC (quadrupole-hexapole-quadrupole) mass spectrometer (Micromass). Data was quantified after comparative analysis with standards using Mass Lynx (v 1.4, Mycromass) software.

### Statistical Analysis

In order to compare *P. viticola* infection levels, analysis of variance (ANOVA) was performed with the statistical program Stat-Graphics 5.1 (Manugistic, Inc., Rockville, MD, USA) using the least significant difference (LSD) test to detect significant differences (P<0.05) between treatments.

For microarray experiments, differentially expressed transcripts were identified by pairwise comparison [35] of three independent experiments (n = 3 per treatment) with a fold change cut-off ≥2 or ≤0.5 at least in one condition, and a FDR of 5% (*P*<0.05; *t* test). *P* values are indicated in each sheet of the Table S1.

For qPCR experiments, transcripts differentially expressed between PS3- or Adj-treated and subsequently infected plants were identified by comparing means of the data obtained in each modality (technical triplicates of 4 biological replicates; n = 12), using unpaired heteroscedastic Student’s *t* test (*P*<0.05).

## Results

### β-glucans Trigger Grapevine Immunity against *Plasmopara viticola*

Compared to water, the treatment of *V. vinifera* (cv. Marselan) with the control adjuvant (Adj) had no significant effect on disease severity (Figure S1). Conversely, β-glucans, Lam or PS3, clearly reduced the sporulation of *P. viticola* (Figure S1A). Interestingly, PS3 induced a stronger resistance by reducing the *P. viticola* sporulating area by 84% compared to 60% with Lam (Figure S1B).

### PS3 does not Elicit Early Signaling Events Except a Strong Plasma Membrane Depolarization

Given the role of free Ca^2+^ as a secondary messenger in numerous plant signaling pathways, variations in [Ca^2+^]_cyt_ were investigated using transformed grapevine cells producing apoaequorin addressed to the cytosol. The elicitor Lam induced a rapid and transient increase in [Ca^2+^]_cyt_, whereas in PS3-treated and control cells no increase was detected during the 30 min assay period (Figure 1A). The Lam-induced increase in [Ca^2+^]_cyt_ started after 1 min, peaked at 0.7 µM after 5 min, and returned slowly to the background level (0.25 µM ) within 25 min.

**Figure 1:**
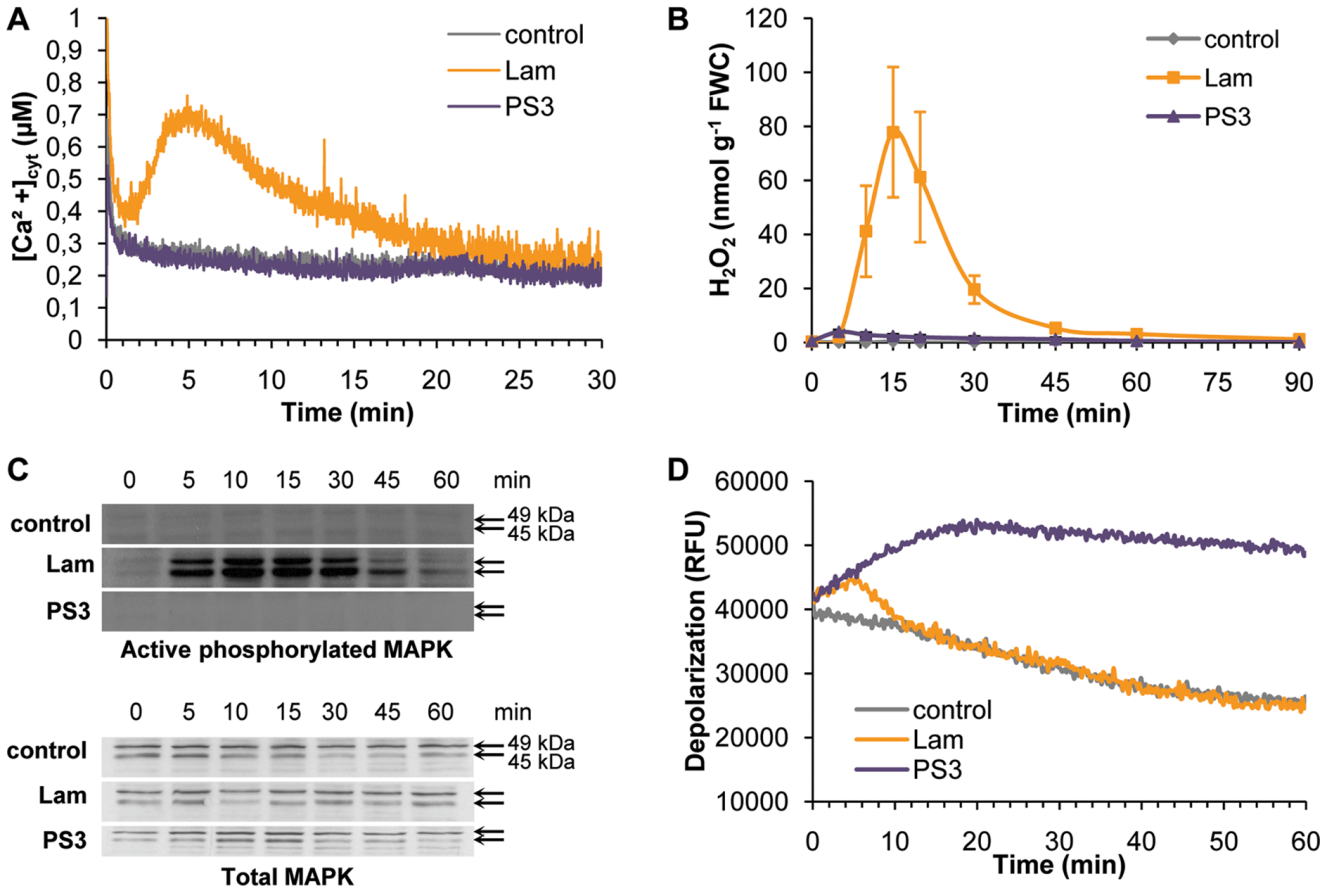
Effects of β-1,3 glucans on early signaling events in grapevine cells. *V. vinifera* cell suspensions were treated with PS3 (2 g l^−1^), Lam (2 g l^−1^) or water (control). **A.** Cytosolic [Ca^2+^] variations in aequorin expressing grapevine cells. **B.** H_2_O_2_ production measured by luminol chemiluminescence assays. FWC: fresh weight of cells. **C.** MAPK activation revealed by western blotting using an antibody raised against active phosphorylated MAPK or total MAPK. **D.** Plasma membrane depolarization revealed by fluorescence of the DIBAC_4_ probe in grapevine cells. RFU: relative fluorescence unit. Results are from one of three representative experiments (n = 3).

As previously observed [18], Lam induced a quick and transient H_2_O_2_ production. The oxidative burst started 5 min after Lam application and the amount of detected H_2_O_2_ peaked at 80 nmol g^−1^ FWC after 15 min, and proceeded to decline to its initial level of 3 nmol g^−1^ FWC within 45 min (Figure 1B). The very low H_2_O_2_-concentration measured after PS3-treatment was comparable to the one detected in control cell suspension throughout the 90 min assay (Figure 1B).

Total MAPK were first detected with a western blot using an antibody raised against human non-activated ERK1/2 in control, Lam and PS3-treated grapevine cells. It revealed two MAPKs with relative molecular masses of 45 and 49 kDa, respectively, with similar intensities, indicating an equal protein loading (Figure 1C, lower panel). Then, the putative β-glucan-induced phosphorylation of the two detected MAPK in grapevine cells was revealed by western blotting, using an antibody raised against a phosphorylated ERK1/2 peptide. As previously observed [18], phosphorylated MAPK of 45 kDa and 49 kDa were detected between 5 to 45 min post-treatment with Lam, but not in control cells (Figure 1C, upper panel). Interestingly, the phosphorylation of these two MAPKs was undetectable in PS3-treated cells (Figure 1C, upper panel).

The ability of Lam and PS3 to induce ionic movements through plasma membrane was tested with the voltage-sensitive lipophilic anionic fluorophore, DiBAC_4_. Following Lam or PS3 treatment, a rapid increase in fluorescence occurred, indicating plasma membrane depolarization (Figure 1D). With Lam, a transient increase peaked at 6 min then returned to control levels within the next 6 min. With PS3, the fluorescence strongly increased during the first 20 min before reaching a plateau until the end of the assay (Figure 1D). This data indicate that while Lam induces a transient plasma membrane depolarization, PS3 triggers an important and long lasting depolarization of the plasma membrane.

### PS3 and Lam Share a Common Stress-responsive Transcriptome that Partly Overlaps the SA- and JA-dependent Ones

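Transcripts of Marselan grapevine leaves were measured 12 h after spraying in 6 conditions with 3 arrays each. PS3 is a sulfated laminarin and Lam is laminarin, and both were sprayed at 5 g/l. The other conditions were the adjuvant control (Adj), SA at 1 mM, JA at 40 µM and the DMSO control at 0.1%. The paper gives the adjuvant as 0.05% and the sample labels give it as 0.1%. The 3 samples of a condition came from independent biological experiments, and each sample pooled leaves of 4 plants. Each RNA sample was labelled and hybridized to 1 CombiMatrix Grape Array 1.2, which carries 24676 spots. Of these, 24562 are gene probes and 114 are control spots, including 46 negative controls. The paper states that data extracted with Microarray Imager were normalized by median scaling. The scanner intensities that the authors deposited, 1 value per spot and not normalized between arrays, were the starting point here.

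The median scanner intensity of an array ranged from 334 to 516.625 in Adj, from 242.25 to 704.875 in PS3 and from 204.25 to 510.5 in Lam. It ranged from 362.25 to 1004.5 in DMSO, from 134.25 to 593.75 in SA and from 394.5 to 885.125 in JA. Between 43.8% and 70.2% of the gene probes of an array lay above its background limit, which was the 95% quantile of its negative controls. Intensities were background corrected with the normexp model and an offset of 50, scaled to a common median and taken to log2. All 18 arrays entered 1 fit of limma over the 24562 gene probes. Genes were called changed at a Benjamini-Hochberg adjusted p under 0.05 with a fold change of at least 2. Levels are given as mean ± SD of log2 intensity over 3 arrays, and log2 fold changes with the standard error (SE) from limma. Where the lower group lay at or under the background limit, the fold change is given as at least N-fold, computed against that limit. For SA replicate 3, the scanner intensities and the authors' normalized values ranked the probes differently (rank correlation 0.708), whereas every other array gave 0.999 or more. The scanner intensities were used for this array too. Their rank correlation was 0.596 with SA replicate 1 and 0.639 with SA replicate 2, whereas those 2 arrays had 0.885 with each other. As all arrays share 1 fit, this array enters every limma test. The number of arrays limits the precision of every value.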

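JA raised 7 probes and SA raised 2 of the 24562 probes, and 0 probes were called lower, where an unadjusted limma p under 0.05 with 2-fold gave 192 after JA and 291 after SA. LOX-A, a lipoxygenase of oxylipin synthesis (probe TC51909_395_X), had a log2 intensity of 15.06 ± 0.9 (SD, n = 3) after JA and 9.65 ± 0.63 after DMSO. Its log2 fold change was 5.42 (SE 0.85, adjusted p = 0.0164). The probe TC65635_407_X, whose array comment lists the transcript TC59834, was at least 16.1-fold higher after JA (adjusted p = 3.22e-04), and the comment of LOX-A lists the same transcript. A peptidyl-prolyl cis-trans isomerase of the cyclophilin type (TC52780_638_X) had a log2 fold change of 3.11 after JA (SE 0.51, adjusted p = 0.0222). After SA, the probe GSVIVT00024877001_638_X rose from 8.51 ± 0.33 to 13.49 ± 0.37, a log2 fold change of 4.98 (SE 0.62, adjusted p = 0.00225). Its comment lists the transcript that carries the probe of SAMT1, a putative SA methyltransferase. TC63891_843_S rose by 4.79 after SA (SE 0.76, adjusted p = 0.0441).

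Together, 9 probes were changed in at least 1 of the 4 treatments, against 1155 at an unadjusted limma p under 0.05 and 2-fold. Some of the 9 share a transcript by their comments, so they stand for fewer genes. The methods' t-test gave 520 genes at an unadjusted p under 0.05 and 2-fold, and 0 of these after the Benjamini-Hochberg step. Data of the size of PS3 against Adj were simulated with independent normal errors and 200 changed genes, all drawn from probes above the median level. There, the limma criteria recovered 2.69% of genes changed 2-fold, 41.8% of those changed 4-fold and 89.7% of those changed 8-fold. Changes at dimmer probes and correlated arrays were not part of this simulation. The count of 9 became 4 without DMSO replicate 1, with a normexp offset of 16 or without dim probes, and 0 without background correction. LOX-A and cyclophilin were no longer called without DMSO replicate 1, DMSO replicate 2, JA replicate 2 or JA replicate 3, cyclophilin also without DMSO replicate 3, and TC63891_843_S without any 1 DMSO array, SA replicate 2 or SA replicate 3.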

Combining data from the 18 hybridizations realized for the microarray experiment, 200 genes were significantly modulated by at least one of the treatments (*P*<0.05). The relative fold changes were determined compared to their respective control: 0.05% adjuvant for PS3 and Lam, and 0.1% DMSO for SA and JA. Based on these significantly modulated genes, a hierarchical clustering revealed three different transcriptomic clusters (Figure 2A). The first cluster shows genes co-induced by the 2 β-glucans Lam and PS3 (group 1); the second corresponds to genes modulated after SA treatment (group 2) and the third one is specific to JA treatment (group 3). 

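The genes that Table S2 gives as common to PS3 and Lam had a median log2 fold change of 1.14 after PS3 and 0.99 after Lam. The same 88 genes had medians of 0.6 after SA and 0.22 after JA. Genes given for SA alone, 32 in number, had a median of 1.41 after SA, 0.33 after JA, 0.17 after PS3 and -0.16 after Lam. Genes given for JA alone, 10 in number, had a median of 1.12 after JA, 0.51 after SA, 0.47 after PS3 and 0.35 after Lam. These groups were chosen by the study on the same arrays, so their medians are not independent evidence.

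Set directly against each other, SA and JA differed at 5 probes. The putative SA methyltransferase SAMT1 (GSVIVT00024879001_150_S) was at least 9.57-fold higher after SA than after JA (adjusted p = 0.00339). LOX-A was lower after SA than after JA, with a log2 difference of -4.96 (SE 0.85, adjusted p = 0.0441). Of the 5 probes, 2 were higher after SA and 3 were higher after JA, and at an unadjusted limma p under 0.05 and 2-fold the counts were 856 and 487. The count of 5 was 1 without JA replicate 3, 3 without JA replicate 1 or JA replicate 2, and 11 with quantile normalization. Across the genes, the fold changes after PS3 had a correlation of 0.24 with those after SA and of 0.32 with those after JA, and genes are not independent replicates.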

Among the up-regulated genes (FC>2), 132, 94, 67 and 27 genes were identified after PS3, Lam, SA or JA treatment, respectively (Figure 2B, Table S1). Conversely, 1, 4, 2, and 9 genes were respectively down-regulated after PS3, Lam, SA or JA application (Table S1; FC<0.5).

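Of the 132 genes that Table S1 gives as up after PS3, 131 had a higher mean after PS3 than after Adj, by a median log2 fold change of 1.08. For Lam, all 94 genes had a higher mean, with a median of 0.98. SA gave a higher mean for 64 of its 67 genes, with a median of 1.34, and JA for all 27 of its genes, with a median of 1.5. A 2-fold difference was reached by 83 of the PS3 genes, 43 of the Lam genes, 51 of the SA genes and 22 of the JA genes. With an unadjusted limma p under 0.05 as well, the counts were 47, 20, 35 and 17. All 4 lists were picked by the study on these arrays and are not independent evidence of their direction.

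Over all 24562 genes, limma called 0 genes changed after PS3 and 0 after Lam. At an unadjusted p under 0.05 and 2-fold, 232 genes were higher and 28 lower after PS3, and 119 were higher and 60 lower after Lam. The methods' t-test, unadjusted, gave 36 higher and 8 lower genes after PS3, 12 and 18 after Lam, 107 and 6 after SA, and 52 and 297 after JA. Adjusted over the list alone, 0 of the PS3 genes, 0 of the Lam genes, 22 of the SA genes and 15 of the JA genes passed. The treated and control arrays did not overlap for 39 of the PS3 genes, 21 of the Lam genes, 41 of the SA genes and 19 of the JA genes, where chance gives 5% for higher values only and 10% in either direction. Over all 24562 probes, groups without overlap made up 3.53% for PS3, 3.69% for Lam, 4.67% for SA and 9.84% for JA. Without Adj replicate 3, the counts of 83 and 47 for PS3 became 31 and 11. These counts kept PS3 replicate 3, although same-numbered arrays were correlated. Within replicate numbers 1, 2 and 3, the PS3 genes had a median log2 difference from Adj of 0.84, 0.89 and 1.55.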

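The genes that Table S1 gives as down were lower on average after their treatment, and none of them passed the limma test over all genes. After SA, a non-specific lipid-transfer protein P5 had a log2 fold change of -2.49 (SE 0.66) and L-idonate dehydrogenase, an enzyme of tartaric acid synthesis, one of -1.99 (SE 0.66). Both passed when adjusted over the list alone. After PS3, bifunctional nuclease S1 had a log2 fold change of -1.36 (SE 0.73), and after Lam the same gene had -1.12 (SE 0.73). After Lam, a sugar phosphate/phosphate translocator had -1.27 (SE 0.47), cyclin-A3-1-like -1.07 (SE 0.84), stilbene synthase 4 like -1.04 (SE 0.55) and heat stress transcription factor A-4b -0.94 (SE 0.49). After JA, the chloroplast ribosomal protein gene rps14 had -1.38 (SE 0.89), FAM108B1-like -1.33 (SE 0.66) and DEAD-box RNA helicase 13-like -1.25 (SE 0.4). Without 1 array of the treatment, L-idonate dehydrogenase had -1.12 (SA replicate 3), bifunctional nuclease S1 after Lam -0.37 and cyclin-A3-1-like -0.36 (Lam replicate 3), and FAM108B1-like -0.76 (JA replicate 3). Table S1 holds 5 such genes for Lam and 8 for JA. Of the 8 genes for JA, 5 were lower by 2-fold or more and 1 passed when adjusted over the list alone. These genes were chosen by the study on these arrays, which is no independent evidence.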

**Figure 2:**
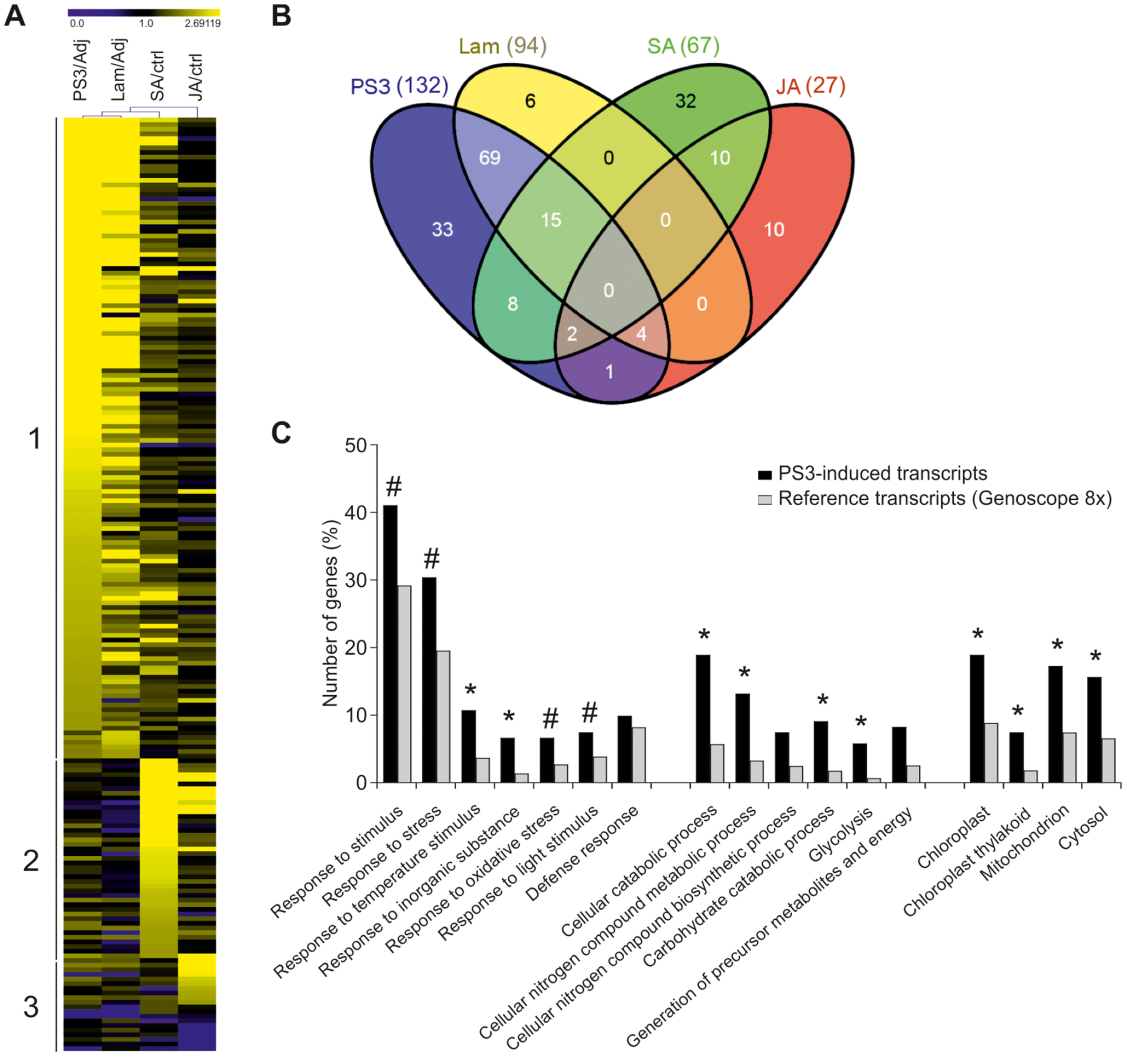
PS3- and Lam-treated plants share a common stress transcriptome that partly overlaps the SA- and JA-dependent ones. **A.** Hierarchical clustering analysis of genes expressed in plants sprayed with PS3 (5 g l^−1^), Lam (5 g l^−1^), salicylic acid (SA, 1 mM), or jasmonic acid (JA, 40 µM), 12 h post-treatment (hpt). Three independent biological experiments were performed (n = 3) and hierarchical clustering was realized with TIGR MeV software [42] after normalization with the corresponding controls: adjuvant (0.05%) for PS3 and Lam and DMSO (0.1%) for SA and JA. **B.** Venn diagram showing specific and common genes regulated by PS3, Lam, SA or JA at 12 hpt (see Table S2 for gene identifiers). **C.** Gene Ontology enrichment analysis of the PS3-up-regulated genes at 12 hpt realized with the AgriGO software [36]. An asterisk (*) implies statistical significance between PS3-induced transcripts *vs* reference transcripts (Fisher's exact test with Benjamini-Yekutieli false detection rate correction, *Q*<0.05; Fold-change cut-off 2 used). A hash mark (#) indicates a significant difference between PS3-induced transcripts *vs* reference transcripts when a more stringent fold-change cut-off of 4 was used.

Interestingly, clustering of genes indicate that PS3 and Lam shared similar expression profiles (Figure 2A). Indeed, 67% (88/132) of genes modulated by PS3 were also up-regulated in response to Lam (Figure 2B; Table S2). 

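Of the 88 genes that Table S2 gives as common, 66 were at least 2-fold higher after PS3 than after Adj and 42 were at least 2-fold higher after Lam than after Adj. Rubisco activase, the chaperone of the carbon-fixing enzyme, had a log2 fold change of 2.52 (SE 0.94) after PS3 and 2.38 after Lam. Heat shock cognate HSC70-2 had 2.17 (SE 0.7) and 1.66. These values were 0.77 and 0.64 for Rubisco activase and 0.99 and 0.48 for HSC70-2 without Adj replicate 3. At an unadjusted limma p under 0.05, 39 of the 88 genes passed with 2-fold after PS3 and 20 after Lam. The study chose these genes on the same arrays, so the counts are not independent evidence.

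Over all genes, the unadjusted criteria shared 77 higher genes between PS3 and Lam, 33.2% of those after PS3 and 64.7% of those after Lam, and 11 lower genes. Independent lists of these sizes would share 1.12 higher genes. Across genes, the fold changes after PS3 and after Lam had a correlation of 0.72 and a covariance of 0.108. Both comparisons use the same 3 Adj arrays, and in simulated data without any treatment effect and with independent arrays this gave a mean of 106 shared genes and at most 127, a correlation of 0.5 and a covariance of 0.142. Same-numbered arrays of Adj, PS3 and Lam were correlated, however (0.34 to 0.77), and a simulation that kept their mean correlations, chosen after the values were seen, gave a mean of 14.9 shared genes and at most 24, a correlation of 0.7 and a covariance of 0.095. The 77 shared genes lay under the mean of the first simulation and above the highest count of the second, which kept the pairing. The second simulation gave every gene the same correlations and normal errors. In the data, Adj replicate 3, which both comparisons use, was the lowest Adj array at 95 of the paper's 132 PS3 genes. The simulations therefore do not decide whether 77 exceeds chance. The correlation of 0.72 lay close to the 0.7 of the second simulation. With adjusted p-values limma shared 0 genes between the lists.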

Among the commonly modulated genes by the β-glucans, PS3-treated plants generally showed a stronger up-regulation compared to the expression level detected in Lam-treated plants (Table S1). In addition to the 88 common genes induced by Lam and PS3, PS3 also induced 44 other genes: 33 unique to PS3 treatment, 8 in common to SA, 1 in common to JA and 2 commonly induced by PS3, SA and JA (Table S2). Thus compared to Lam, PS3- up-regulated more genes and the induction folds were globally higher. 

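Over the 88 common genes, the mean log2 intensity of an array was 10.28 ± 0.61 (SD, n = 3) after PS3, 10.07 ± 0.37 after Lam and 9.05 ± 1.06 after Adj. The median log2 difference of a gene between PS3 and Lam was 0.14, with single genes from -0.61 to 1.31. PS3 gave the higher mean at 63 of the 88 genes (71.6%). Between the array means, the difference of 0.2 was smaller than their spread, with an exact permutation p of 0.7 (two-sided). The exact p was 0.3 for PS3 against Adj and 0.3 for Lam against Adj, and 3 arrays against 3 cannot go below 0.1.

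Between replicates of the same number, PS3 lay above Adj by 0.77 to 1.94 and Lam above Adj by 0.45 to 2.08, in 3 of 3 pairs each, where 3 pairs cannot give a two-sided exact p below 0.25. In the same pairs, the difference of PS3 from Lam was -0.14 to 0.5, and PS3 was higher in 2 of the 3 pairs. Of the 88 genes, 1 was higher after PS3 than after Lam at an unadjusted limma p under 0.05 with 2-fold, and 0 were lower. Left-out arrays moved the median difference from -0.14 without PS3 replicate 2 to 0.37 without PS3 replicate 3.

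**Figure D1:**
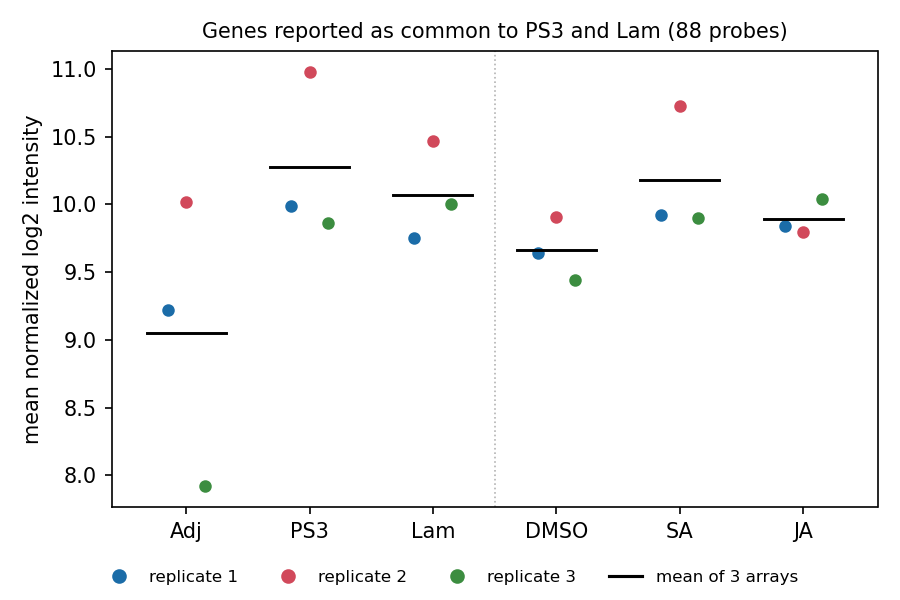
Mean log2 intensity of the 88 common genes on each array (vertical axis), by condition (horizontal axis). Each point is 1 array, each black line is the mean of its condition, colors give the replicate number, and the dotted line parts the arrays by control. The PS3 arrays lie between 9.86 and 10.98, the Lam arrays between 9.75 and 10.47, and the Adj arrays between 7.92 and 10.02.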

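The 44 genes that Table S2 gives for PS3 without Lam had a median log2 fold change of 0.95 after PS3 and 0.5 after Lam. Their mean was higher than in Adj for 43 genes after PS3 and for 38 genes after Lam. A 2-fold difference was reached by 17 of them after PS3 and by 0 after Lam, and 8 passed an unadjusted limma p under 0.05 with 2-fold after PS3. All 44 had a higher mean after PS3 than after Lam, by a median of 0.44. The 33 genes given for PS3 alone had a median of 0.93 after PS3 and 0.51 after Lam, and were higher after PS3 than after Lam by a median of 0.42. The 8 genes shared with SA only had a median of 1.03 after PS3 and 1.23 after SA. The lists were drawn by the study from these arrays and are not independent evidence. In the direct comparison of PS3 with Lam, 0 of the 44 genes passed limma's test, adjusted or at an unadjusted p under 0.05 with 2-fold.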

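PS3 and its unsulfated form Lam, sprayed at the same dose and sampled at the same time, were also compared directly. SAMT1, the putative SA methyltransferase, stilbene synthase (TC67020_56_S), an enzyme of phytoalexin synthesis, and the class IV chitinase Chit4D (TC66967_398_X) had the higher mean after PS3. The difference for stilbene synthase was 1.11 (SE 0.58, 95% interval -0.1 to 2.33), and for Chit4D 1.25 (SE 0.64). Without PS3 replicate 2, they were 0.52 and 0.63. Limma called 0 of the 24562 genes different between the 2 glucans, and 0 with replicate number as a block. The SEs and the interval come from the fit without pairing. At an unadjusted p under 0.05 and 2-fold, 16 genes were higher after PS3 and 4 were higher after Lam, and by the methods' t-test 4 and 7.

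From the larger number of genes up after PS3 (Figure 2B) and their larger fold changes (Table S1), the paper concludes that PS3 acted on the transcriptome more strongly than Lam.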

Among the 33 genes specifically induced by PS3 (Figure 2B, Table S2), many encode proteins involved in signaling such as *Phospholipase C*, *Calmodulin*, *CBL-interacting protein kinase (CIPK 14), serine/threonine-protein kinase (AFC2)* and the transcription regulators *NAC78*, *AP2/ERF*, *Jumonji*, *Squamosa binding protein* and *ankyrin repeat 2 (AKR2)*. 

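CIPK14, a protein kinase that interacts with calcineurin B-like calcium sensors (TC53225_1041_S), had a log2 intensity of 8.61 ± 0.26 (SD, n = 3) after PS3 and was at least 1.16-fold higher than after Adj. Phospholipase C (TC53676_1070_S), which releases lipid-derived second messengers, had 9.7 ± 0.47 after PS3 and 8.77 ± 0.67 after Adj, a log2 fold change of 0.93 (SE 0.44). Calmodulin, a calcium-binding signal protein, had a log2 fold change of 0.99 (SE 0.61), and the kinase AFC2 was at least 1.06-fold higher. Among the transcription regulators, the log2 fold change was 1.0 (SE 0.57) for AP2/ERF, 0.97 (SE 0.66) for NAC78, 0.96 (SE 0.57) for Squamosa binding protein, 0.87 (SE 0.63) for Jumonji and 0.81 (SE 0.38) for AKR2. None of these 9 genes passed the limma test over all genes (adjusted p = 1). An unadjusted limma p under 0.05 was found for CIPK14, phospholipase C and AKR2. Between PS3 and Lam, the largest of the 9 differences was that of AFC2, at 1.16 (SE 0.58, 95% interval -0.05 to 2.36), or 0.43 without Lam replicate 1. After PS3, NAC78 had 0.38 without PS3 replicate 2, and without Adj replicate 1 Jumonji had 0.29, Squamosa binding protein 0.59 and calmodulin 0.56.

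As a list, the 9 calcium signaling genes of Table S1 were higher after PS3, with 8 higher means and a median of 0.99. CIPK03 had 1.55 (SE 0.54), CIPK07 1.11 and CIPK13 1.06. The adjusted p was 5.19e-09 from camera, limma's set test, with a preset correlation, and 0.0321 with an estimated correlation. From fry, limma's rotation test, it was 0.179, so the list passed by camera only. After Lam, 6 of the 9 means were higher, with a median of 0.52 (adjusted p = 5.39e-04, and adjusted p = 0.163 with an estimated correlation). In the direct comparison of PS3 with Lam, 8 of the 9 means were higher, by a median of 0.41 (adjusted p = 0.0016, and adjusted p = 0.188 with an estimated correlation). The latter call was lost without PS3 replicate 2 or Lam replicate 1, and that for Lam without Adj replicate 1 or Lam replicate 2. Without Adj replicate 3 the median of 0.99 was 0.63 and CIPK07 and CIPK13 had 0.56 each, and as Table S1 was drawn from these arrays the list is not independent evidence.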

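Ubiquitin-conjugating enzyme 32 (TC52147_406_S), an enzyme of protein ubiquitination, had a log2 intensity of 12.06 ± 0.59 (SD, n = 3) after PS3 and 10.78 ± 0.48 after Adj, without overlap between the arrays. Its log2 fold change was 1.28 (SE 0.45, adjusted p = 1, unadjusted limma p under 0.05). Protein phosphatase PP-X 1 (TC66511_128_S) had 8.29 ± 0.51 after PS3 and 7.55 ± 0.65 after Adj, where it lay under the background limit. Between PS3 and Lam, ubiquitin-conjugating enzyme 32 differed by 0.52 (SE 0.45, 95% interval -0.42 to 1.46), or 0.23 without PS3 replicate 2.

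The ubiquitin and proteasome list of 10 genes was higher as a set after PS3, with 9 of 10 higher means and a median log2 fold change of 1 (camera adjusted p = 1.20e-12, and adjusted p = 0.0232 with an estimated correlation). Fry, the rotation test, gave an adjusted p of 0.13. The proteasome subunit PBC1 had the largest value among them, at 1.69 (SE 0.61). Another probe, whose comment lists the PBC1 transcript, had 0.24 after PS3. Here and below, such other probes are marked as cross-matching and may also read other transcripts, so they do not test the gene alone. After Lam, 9 of the 10 means were higher, with a median of 0.75 (adjusted p = 3.22e-08, and adjusted p = 0.0509 with an estimated correlation). All 10 genes come from Table S1 and were thus chosen on these arrays, which makes the list no independent evidence. Without Adj replicate 3, the median was 0.6 after PS3 and 0.47 after Lam, and PBC1 had 0.75 after PS3.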

The *protein phosphatase PP-X 1* and *ubiquitin-conjugating enzyme 32*, known to be signaling repressors in other species, might also play an important role for the PS3-mediated priming phenomenon.

To go further on the PS3 mode of action, a GO enrichment analysis revealed that the PS3-up-regulated transcripts are enriched in organelle-tagged genes, particularly encoding chloroplast and mitochondrion targeted proteins (Figure 2C, Table S3). 

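The 23 genes that Table S3 lists under chloroplast all had a higher mean after PS3 than after Adj, with a median log2 fold change of 1.12, and 19 of them were at least 2-fold higher. For mitochondrion, all 21 listed genes had a higher mean, with a median of 1.32, and 17 reached 2-fold. The chloroplast thylakoid, which holds the light reactions of photosynthesis, was represented by 9 genes with a median of 1.07. The 43 genes under organelle part had a median of 1.13. After Lam, the medians were 0.99 for chloroplast, 1.01 for mitochondrion, 1.21 for chloroplast thylakoid and 0.89 for organelle part. With 2-fold, an unadjusted limma p under 0.05 was reached after PS3 by 8 chloroplast genes and 10 mitochondrion genes, and none passed the adjusted test. These genes are part of the list that the study selected on these arrays, so their direction is not independent evidence. The enrichment itself was not redone, as the gene ontology terms of the other array probes were not part of the data used here.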

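Rubisco activase (TC53749_63_S), which keeps the carbon-fixing enzyme active in light and heat, had a log2 intensity of 13.21 ± 0.93 (SD, n = 3) after PS3 and 10.7 ± 3.12 after Adj. The chaperone HSC70-2 (TC53231_525_S) had 12.11 ± 1.01 and 9.94 ± 2.12, and HSP83 (TC61739_472_S), an HSP90 chaperone, had 8.91 ± 1.07 and 7.77 ± 1.47. The metal-nicotianamine transporter YSL1 (GSVIVT00000525001_728_S) had 9.11 ± 0.98 after PS3 and 7.59 ± 1.71 after Adj, a log2 fold change of 1.52 (SE 0.74). The glutathione S-transferase GST6 (TC62549_12_S), a detoxifying enzyme, had 13.07 ± 0.7 and 11.25 ± 1.74, a log2 fold change of 1.81 (SE 0.68). Other probes with the HSC70-2 transcript had log2 fold changes of 0.87, 1.23, 1.29 and 0.46 after PS3, and another with the GST6 transcript had -0.21. Rubisco activase, HSC70-2 and GST6 had an unadjusted limma p under 0.05, and none of the 5 genes passed over all genes (adjusted p = 1). After PS3, the 13 genes listed in Table S3 under response to temperature had a median log2 fold change of 1.23, the 9 under response to light 1.24, the 8 under response to inorganic substance 1.3 and the 8 under oxidative stress 1.66, and every one of them had a higher mean. The study chose all of these genes on the same arrays, which is not independent evidence. Without Adj replicate 3, the log2 fold change was 0.77 for Rubisco activase, 0.99 for HSC70-2, 0.89 for YSL1 and 0.82 for GST6, and that of HSP83 was 0.53 without PS3 replicate 2.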

Concerning the biological processes, the most PS3-up-regulated genes (Figure 2C; FC>4, # symbol) indicated an enrichment in stimulus-responsive genes known to respond to abiotic stimulus (light and temperature) such as the *Rubisco Activase, Heat shock cognate 70 kDa protein 2 (HSC70-2), Heat shock protein 83 (HSP83),* inorganic substance (*Metal-nicotianamine/oligopeptide transporter YSL1*) and oxidative stress (*Glutathione S-transferase GST6*). Using a larger cut-off (FC>2, * symbol), the GO-enrichment analysis (Figure 2C, Table S3) clearly highlighted genes involved in carbohydrate catabolic process, particularly in glycolysis (*Phosphofructokinase, Fructose-biphosphate aldolase, Phosphoglycerate mutase, Glyceraldehyde-3-phosphate dehydrogenase, Pyruvate kinase*) and in nitrogen compound biosynthesis (*nucleotidyltransferase, UMP synthase, cytidine deaminase, glutamine synthetase, aspartate aminotransferase*). However, the “defense response” biological process is not significantly enriched 12 hpt with PS3 (Figure 2C, Table S3).

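The glycolysis list, 6 enzymes that break down sugar phosphates to pyruvate, was higher as a set after PS3, with 6 of 6 higher means and a median log2 fold change of 1.36. Pyruvate kinase (TC69769_476_X) had a log2 intensity of 10.28 ± 0.59 (SD, n = 3) after PS3 and 8.88 ± 0.43 after Adj, a log2 fold change of 1.41 (SE 0.44). Fructose-bisphosphate aldolase (TC68233_588_X) had 1.72 (SE 0.61), fructose-biphosphate aldolase Ia (TC52261_542_S) 1.68 (SE 0.69), phosphoglycerate mutase (TC61724_414_S) 1.32 (SE 0.61) and glyceraldehyde-3-phosphate dehydrogenase (TC69931_80_X) 1.18 (SE 0.81). Phosphofructokinase (TC54784_438_S) was at least 1.4-fold higher. Other probes with the transcripts of fructose-bisphosphate aldolase, phosphoglycerate mutase and phosphofructokinase had 0.53, 0.52 and -0.1 after PS3. The list's camera adjusted p was 1.76e-13, and 0.0196 with an estimated correlation, and 4 of the 6 genes passed when adjusted over the list alone. The estimated correlation was 0.48. From fry, limma's rotation test, the adjusted p was 0.13 after PS3 and 0.179 after Lam. After Lam the same list was higher as a set, with 6 of 6 higher means and a median of 1.24 (adjusted p = 3.61e-10, and 0.0293 with an estimated correlation).

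The list for nitrogen assimilation and amino acid synthesis was higher as a set after PS3, with 5 of 5 higher means and a median of 0.97 (adjusted p = 2.51e-06, and adjusted p = 0.0321 with an estimated correlation). Fry gave an adjusted p of 0.215. Glutamine synthetase, which fixes ammonium (GSVIVT00019881001_759_S), had 11.72 ± 0.4 after PS3 and 10.38 ± 0.94 after Adj, a log2 fold change of 1.35 (SE 0.73), and aspartate aminotransferase was at least 1.03-fold higher. Other probes with the transcripts of these 2 genes had 0.12 and -0.25 after PS3. After Lam, the 5 means were higher by a median of 0.67 (adjusted p = 8.28e-04, and adjusted p = 0.0942 with an estimated correlation). Of the nucleotide enzymes, cytidine deaminase had 1.03 (SE 0.46) and UMP synthase 0.95 (SE 0.46) after PS3, against 1.1 and 1.07 after Lam, and nucleotidyltransferase had 0.87 (SE 0.43) after PS3. No single gene passed over all genes, and both lists were taken from Table S1, chosen on these arrays, so they are not independent evidence. Without Adj replicate 3, the glycolysis median was 0.86 after PS3 and 0.77 after Lam, fructose-biphosphate aldolase Ia had 0.43, glyceraldehyde-3-phosphate dehydrogenase 0.4, glutamine synthetase 0.81 and cytidine deaminase 0.67 after PS3, and the nitrogen list's median after Lam was 0.12. Phosphoglycerate mutase had 0.62 and nucleotidyltransferase 0.57 without PS3 replicate 2. Without Adj replicate 2 the nitrogen list's median after PS3 was 1.5, without PS3 replicate 2 it was 0.58, and the list's call after Lam was lost without Adj replicate 3 or Lam replicate 2.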

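PR proteins, the pathogenesis-related chitinases, glucanases and thaumatin-like proteins of plant defense, gave 4 higher means of 5 after PS3, with a median log2 fold change of 0.55. Their camera adjusted p was 0.0212, and the adjusted p was 0.317 with an estimated correlation. The call was lost without Adj replicate 1, Adj replicate 2 or PS3 replicate 2, with medians of 0.03, 0.61 and 0.12. After Lam, 2 of the 5 means were higher, with a median of -0.04 (adjusted p = 0.578). Chit4D, a class IV chitinase, had a log2 fold change of 1.22 (SE 0.64) after PS3, or 0.59 without PS3 replicate 2. Between PS3 and Lam all 5 means were higher after PS3, by a median of 0.53 (adjusted p = 1.69e-04, and adjusted p = 0.135 with an estimated correlation), a call that was lost without PS3 replicate 2 or Lam replicate 1. By comparison, the 37 genes that Table S3 lists under response to stress all had a higher mean after PS3, with a median of 1.19 after PS3 and 0.82 after Lam. All of these genes come from the study's own selection on these arrays and are not independent evidence.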

Moreover, the genes Nucleoredoxin-1 (NRX1), transcription factor WRKY40 (VvWRKY3), β-1,3 glucanase (PR-2), Enhanced Disease Susceptibility 1 (EDS1), Thaumatin-like protein 3 (PR-5), and Pathogenesis-related 1 (PR-1) were found to be specifically induced by SA whereas Jasmonate ZIM-domain protein (JAZ1), Fatty acid hydroperoxide lyase (HPLA), and Allene oxide cyclase (AOC1) could be considered as JA-marker genes in grapevine (Figure 2B, Table S2). 

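Nucleoredoxin-1 (TC64650_390_S), a redox protein, had a log2 intensity of 12.34 ± 2.63 (SD, n = 3) after SA and 8.76 ± 0.31 after DMSO, a log2 fold change of 3.58 (SE 0.95). EDS1 (TC55328_722_S), a regulator of SA-dependent defense, had 11.31 ± 0.38 and 9.65 ± 0.35, a log2 fold change of 1.66 (SE 0.48). PR-2 (TC64809_1140_S), the β-1,3-glucanase, had 9.79 ± 0.49 after SA and 7.76 ± 1.01 after DMSO, a log2 fold change of 2.03 (SE 0.63). WRKY40 (TC57604_493_S) was at least 3.03-fold higher after SA, and PR-5 (TC62913_575_X) had a log2 fold change of 0.91 (SE 0.66). Of the JA markers, HPLA (TC60377_342_X), which cleaves fatty acid hydroperoxides, had a log2 fold change of 1.82 (SE 0.5) after JA. JAZ1 (TC58126_587_S), a repressor of JA signaling, had 1.2 (SE 0.47), and AOC1 (TC69555_349_S), an enzyme of JA synthesis, was at least 1.03-fold higher. The 4 genes of the JA synthesis list all had a higher mean after JA, with a median of 1.51, and all 4 passed when adjusted over the list alone.

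None of these markers passed limma over all genes, and NRX1, EDS1, PR-2, WRKY40, HPLA, JAZ1 and AOC1 had an unadjusted limma p under 0.05. HPLA passed with the authors' normalized values. The SA arrays held NRX1 at 13.56, 14.15 and 9.32, the last of them SA replicate 3, and without that array its log2 fold change was 5.09 and passed. PR-5 had 0.45 without SA replicate 2, and JAZ1 0.75 without DMSO replicate 2. As a list, the PR proteins had 4 of 5 higher means after SA, with a median of 0.91 (camera adjusted p = 0.00112, and adjusted p = 0.188 with an estimated correlation), or 0.45 and no call without SA replicate 2. The markers were picked by the study on these arrays, so this is not independent evidence.

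**Figure D2:**
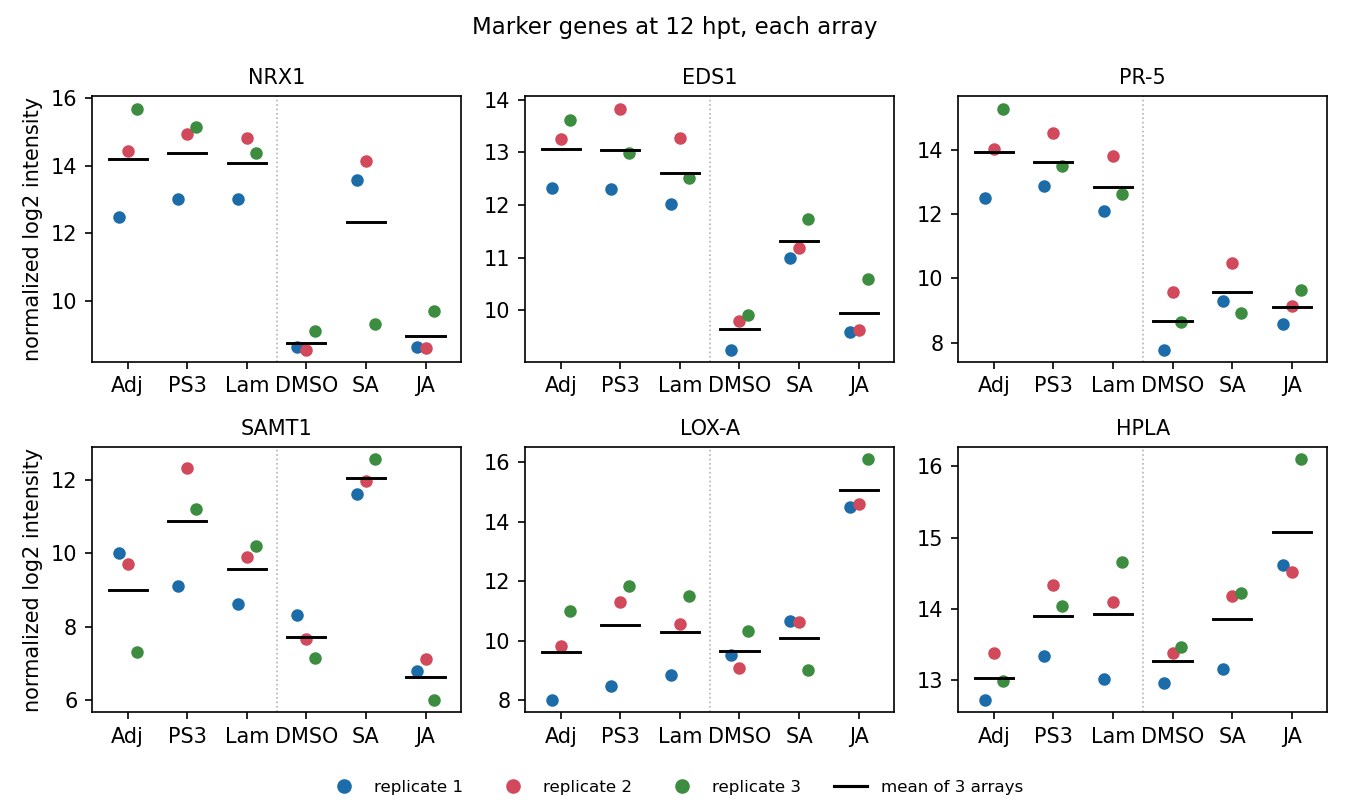
Log2 intensity (vertical axis) of NRX1, EDS1, PR-5, SAMT1, LOX-A and HPLA on each array, by condition (horizontal axis). Each point is 1 array, each black line is the mean of its condition, colors give the replicate number, and the dotted line parts the arrays by control. For EDS1, the SA mean of 11.31 lies above the DMSO mean of 9.65.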

At 12 hpt, PS3 is unable to significantly up-regulate all these above-mentioned specific SA- or JA-marker genes (FC>2; P<0.05). However, a few genes were co-regulated by SA or JA and PS3. Indeed, 5% (7/132) were common between PS3 and JA and 19% (25/132) between PS3 and SA (Figure 2B, Table S2). For instance, the putative SA-Methyl Transferase 1 (SAMT1), Carboxylesterase HSR203J like, Receptor-like kinase (RLK1), two Glutathione S-transferase, (GST 23-like and homologue to AtGST6), Avr9 elicitor response protein and Metal-nicotianamine/oligopeptide transporter (YSL1) were co-induced by SA and PS3 suggesting that the SA-dependent pathway might be partly involved in the PS3 mode of action.

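The SA markers NRX1, WRKY40, EDS1, PR-2 and PR-5 had smaller log2 fold changes after PS3 than after SA. NRX1 had a log2 intensity of 14.37 ± 1.18 (SD, n = 3) after PS3 and 14.2 ± 1.62 after Adj, a log2 fold change of 0.17 (SE 0.95). WRKY40 had 12.32 ± 1.09 and 11.95 ± 1.45. The log2 fold change after PS3 was 0.55 (SE 0.63) for PR-2, -0.03 (SE 0.48) for EDS1, -0.3 (SE 0.66) for PR-5 and 0.8 (SE 0.83) for PR-1. Among the JA markers, it was 0.87 (SE 0.5) for HPLA and 0.44 (SE 0.35) for AOC1. All had an adjusted p of 1. These fold changes start from different controls: NRX1 was at 14.2 after Adj and at 8.76 after DMSO, with 12.34 after SA, and EDS1 at 13.07, 9.65 and 11.31. Adj exceeded DMSO by 5.43 (SE 0.95) for NRX1, 3.42 (SE 0.48) for EDS1, 5.27 (SE 0.66) for PR-5 and 3.04 (SE 0.63) for PR-2, and WRKY40 was at least 11.5-fold higher.

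Whether a marker responded differently to SA and to PS3 was tested as the difference of its fold changes, each over its own control. It was 3.41 (SE 1.34) for NRX1 and 1.69 (SE 0.68) for EDS1, both at an unadjusted limma p under 0.05, and 1.48 (SE 0.9) for PR-2, 1.21 (SE 0.93) for PR-5 and -1.38 (SE 1.17) for PR-1. For JA against PS3 it was 4.49 (SE 1.2, unadjusted limma p under 0.05) for LOX-A, 0.95 (SE 0.71) for HPLA and 0.41 (SE 0.66) for JAZ1. The study picked these markers on the same arrays as responding to SA or JA and not to PS3. That choice favors such a difference, so these values are not independent evidence of it. For WRKY40 and AOC1 no difference is given, since their DMSO arrays lay under the background limit. Over all genes, limma called 0 such differences for SA and 0 for JA, where an unadjusted p under 0.05 and 2-fold gave 112 and 90 genes. The methods' t-test was not run on these differences. With replicate number as a block, 1 gene passed for JA. The sign of the PS3 value turned without 1 array for NRX1 (-0.69) and WRKY40 (-0.45), both without Adj replicate 1, for PR-5 (0.38 without Adj replicate 3) and for EDS1 (0.34 without PS3 replicate 1), and without Adj replicate 1 PR-2 had 0.03 and PR-1 0.51. The log2 fold change after SA was -0.58 for PR-1, or 0.85 without SA replicate 3, so the PR-1 difference of -1.38 depends on that array. For NRX1 it was 3.58, or 5.09 without SA replicate 3.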

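The 25 genes that Table S2 gives for PS3 and SA had a higher mean after both treatments, with a median log2 fold change of 1.12 after PS3 and 1.3 after SA. Of these, 15 were at least 2-fold higher after PS3 and 22 after SA. The 7 genes given for PS3 and JA had medians of 1.04 and 1.08. Of these, 4 were at least 2-fold higher after PS3 and 5 after JA. With an unadjusted limma p under 0.05 as well, 9 of the 25 passed after PS3 and 11 after SA, and 1 of the 7 after PS3 and 3 after JA. The study drew both groups from these arrays, and they are not independent evidence.

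Over all genes, the unadjusted criteria of limma shared 22 higher genes between PS3 and SA, which is 9.48% of those after PS3, where independent lists would share 2.75. PS3 and JA shared 0 higher genes, where independent lists would share 0.793. Of the lower genes, PS3 shared 0 with SA, where independent lists would share 0.332, and 4 with JA, against 0.219. Same-numbered arrays of Adj and DMSO deviated together, however, with correlations of 0.33 to 0.47. Lists without any effect need therefore not be independent, and the expected numbers do not allow for this. They do not decide whether the shared counts exceed chance. With adjusted p-values no gene was shared by PS3 with SA or JA, since no gene was called after PS3.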

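SAMT1 (GSVIVT00024879001_150_S), which can methylate SA, had a log2 intensity of 12.05 ± 0.49 (SD, n = 3) after SA and 7.71 ± 0.6 after DMSO, a log2 fold change of 4.34 (SE 0.72). After PS3 it had 10.88 ± 1.64 against 9.01 ± 1.48 after Adj, a log2 fold change of 1.87 (SE 0.72). Another probe with the SAMT1 transcript (GSVIVT00024877001_638_X) had 4.98 after SA, 0.6 after PS3 and -0.26 after Lam. The Avr9 elicitor response protein (TC58980_557_X) had 10.01 ± 0.68 after PS3 and 8.41 ± 0.72 after Adj, a log2 fold change of 1.6 (SE 0.47), and 0.61 (SE 0.47) after SA. The receptor-like kinase RLK1 (TC58117_686_S) had 2.03 (SE 0.55) after SA and 0.66 (SE 0.55) after PS3. Another probe with the RLK1 transcript (TC63900_276_X) had -0.29 after SA and 0 after PS3. GST 23-like (TC52643_885_S) had 1.26 (SE 0.74) after SA and 0.85 (SE 0.74) after PS3, GST6 had 1.29 (SE 0.68) after SA, and YSL1 had 1.15 (SE 0.74) after SA. Another probe with the GST6 transcript (TC67754_276_X) had -0.79 after SA and -0.21 after PS3. HSR203J (TC63535_385_S), a carboxylesterase of the hypersensitive response, had 1.76 (SE 0.88) after PS3, and lay under the background limit after both SA and DMSO.

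No gene of this group passed limma over all genes after PS3 (adjusted p = 1). For SAMT1, SA vs DMSO, the adjusted p was 0.0544, and 0.0363 with replicate number as a block, within a range of 0.0182 to 1 over the settings tried. The difference between its response to SA and to PS3 was 2.47 (SE 1.02, unadjusted limma p under 0.05). Without Adj replicate 1, the PS3 values of RLK1 and GST 23-like were -0.09 and -0.17, and without Adj replicate 3 that of HSR203J was 0.43 and that of SAMT1 1.02. After SA, GST 23-like had 0.83 and the Avr9 elicitor response protein 0.38 without SA replicate 2, and GST6 had 0.57 without DMSO replicate 3.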

To better understand the role of the SA- and JA-dependent pathways, SA and JA metabolites were quantified after PS3 and Lam treatment on uninfected grapevine plants. LC-ESI-MS/MS analysis revealed that PS3 was not able to elicit any significant SA and JA accumulation at 12 hpt and until 48 hpt (Figure S2). However, compared to PS3, Lam seems to elicit a transient increase in JA at 24 and 36 hpt (Figure S2).

### PS3 Primes the SA-dependent Defense Pathway during *P. viticola* Infection

To characterize the putative involvement of phytohormones during PS3-IR, plants were treated with PS3 and 2 days later inoculated with downy mildew (0 dpi at 48 hpt). SA and JA contents were quantified by LC-ESI-MS/MS from 0 to 8 dpi.

Upon *P. viticola* inoculation, SA concentration detected in control plants (Adj+*P. viticola*) was stable until 3 dpi (<2000 ng g^−1^, Figure 3A), then raised quickly to reach 13800 ng g^−1^ at 8 dpi, when sporulation appeared. Compared to the control plants, a higher SA content, which peaked to 5200 ng g^−1^ at 0.5 dpi, was maintained until 3 dpi in PS3-treated and infected plants (PS3*+ P. viticola*). Then, SA concentration continued to rise slightly but less intensely than in control plants until 8 dpi. At this time point, pathogen spreading and sporulation were undetectable (Figure S1A). In parallel, a non-significant variation in JA content was detected in inoculated PS3-treated compared to adjuvant-treated plants (data not shown).

**Figure 3:**
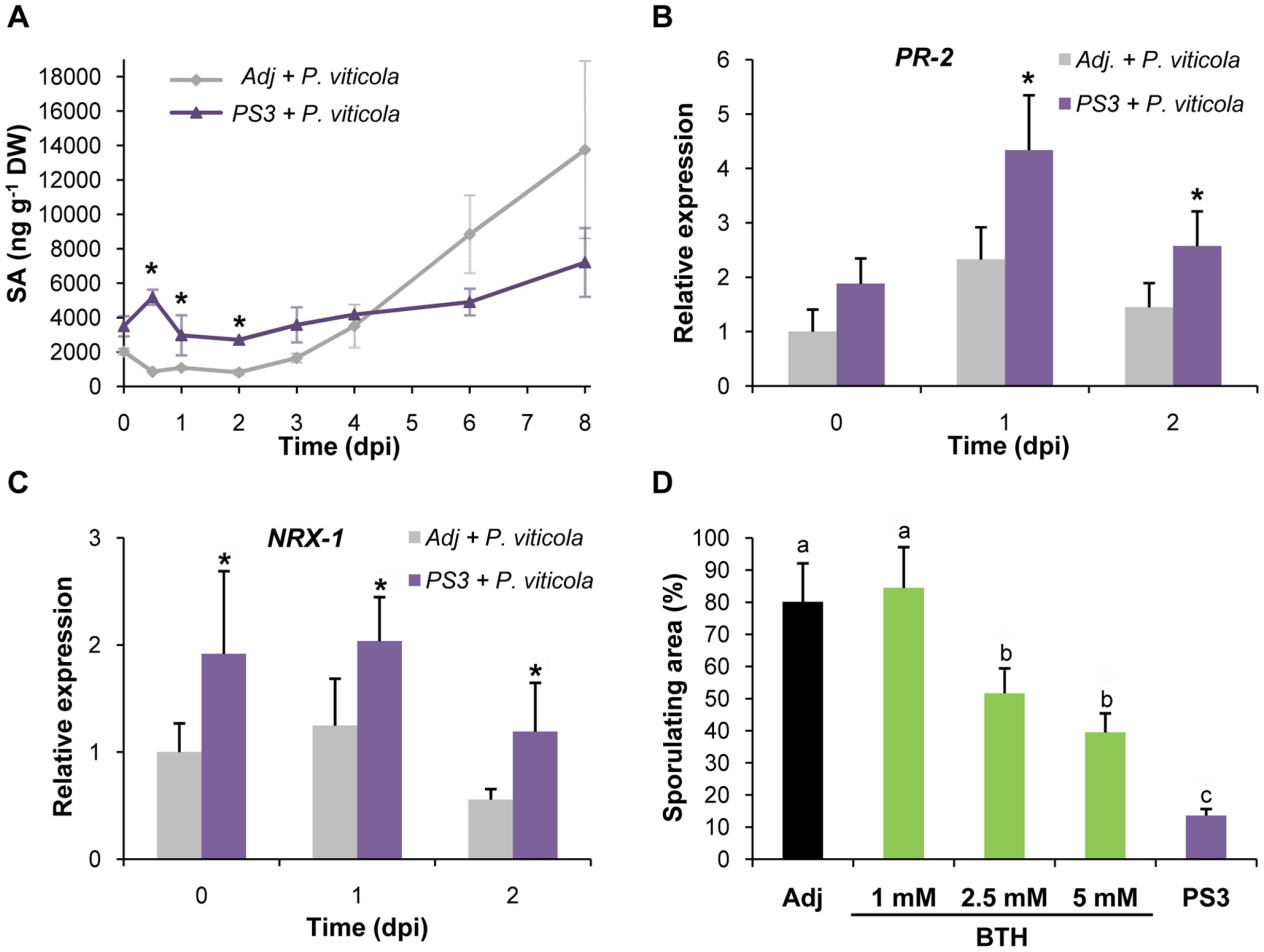
Priming of the grapevine SA-dependent defenses during PS3-IR to *P. viticola*. **A.** Priming of the SA accumulation in PS3-treated plants during *P. viticola* infection. Endogenous total SA quantified by LC-MS in PS3- or adjuvant- (Adj) treated plants after inoculation with *P. viticola* during 8 dpi. Plants were sprayed with PS3 (5 g l^−1^) or adjuvant (0.05%) and, 2 days later, inoculated with *P. viticola* (10^4^ spores ml^−1^). Asterisks indicate significant differences (n = 3, *P*<0.05, student *t* test). DW: dry weight. **B, C.** Primed expression of SA-marker genes encoding a β-1,3 glucanase (*PR-2*) and nucleoredoxin (*NRX-1*) revealed by qPCR in plants treated with PS3 (5 g l^−1^) or Adj (0.05%) at 0, 1 and 2 dpi. Four independent biological experiments were performed and, in each experiment, the 2nd and 3rd youngest leaves of four plants were sampled and pooled. Means of relative expression after PS3 or Adj treatment were compared within a time point. Asterisks indicate significant differences using unpaired heteroscedastic Student's *t*-test (*P*<0.05).The relative expression in Adj at 0 dpi was set as 1 and the others were adjusted accordingly. The error bars represent the standard error of the mean. **D.** The SA analogue benzothiadiazole (BTH) induces grapevine resistance against *P. viticola*. Leaf sporulating area evaluated after 8 dpi. Different letters indicate statistically significant differences (*P*<0.05; ANOVA followed by LSD test). Data are representative of three independent biological experiments (n = 3).

To gain further insight into the involvement of SA signaling during PS3-IR, expression of 2 SA-marker genes identified in this study (Table S2) was followed by qPCR. 

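PR-1 (NP833510_28_X), a secreted defense protein, had log2 intensities of 13.72, 15.57 and 10.35 on the 3 SA arrays and of 13.27, 13.9 and 14.21 on the 3 DMSO arrays. Its log2 fold change after SA was -0.58 (SE 0.83, adjusted p = 1 from limma). The lowest SA value was that of SA replicate 3, and without this array the log2 fold change was 0.85. With the authors' normalized values it was 1.09.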

As *PR-1* was not highly induced by SA (Table S2), expression of genes encoding the *β-1,3 glucanase* (*PR-2*) and *Nucleoredoxin 1* (*NRX-1*) was followed after 0, 1 and 2 dpi in inoculated PS3- and adjuvant-treated plants. Figures 3B and C indicated that both genes were transiently up-regulated at 1 dpi but that PS3-treated plants showed a significantly higher expression level of *PR-2* and *NRX-1.* These data indicate that, in the early steps of *P. viticola* inoculation, PS3 primed a higher SA production correlated with the expression of 2 SA-marker genes.

To confirm the putative involvement of SA in the PS3-IR against *P. viticola*, grapevine plants were treated with the well-known SA synthetic analogue benzothiadiazole (BTH). Our results indicated that BTH was able to trigger grapevine resistance against downy mildew in a dose dependent manner, even if PS3 was always a more efficient resistance inducer (Figure 3D).

### The Primed ROS-dependent Defense Pathway is Involved in Grapevine Triggered Immunity against *P. viticola* Infection

PS3-IR is correlated with the priming of defense responses after *P. viticola* inoculation, including the SA-dependent pathway (Figure 3) and with a specific H_2_O_2_ production, callose deposition and HR-like cell death [30] (Figure S3). Therefore, gene expression of a well-established ROS-related gene, *Respiratory burst oxidative homolog D (RbohD*) [21] and a HR marker gene, *HSR203J* [43] were analyzed by qPCR in PS3-treated plants during downy mildew infection. At 1 dpi, PS3-treatment triggered a significantly higher gene expression of *RbohD* and *HSR203J* in response to *P. viticola* (Figures 4A, B) that correlated with H_2_O_2_ production and HR-like cell death detected at the microscopic level (Figure S3). The NADPH oxidase inhibitor diphenylene iodonium (DPI) was applied to understand the significance of the observed ROS priming, in PS3-treated and *P. viticola* inoculated plants. Pre-incubation with DPI did not alter the pathogen infection process (Figure 4C). Co-treatment with DPI and PS3 significantly reduced the PS3-IR in grapevine (Figure 4C). At the microscopic level, callose deposition and HR-like cell death were not observed anymore in PS3+ DPI co-treated and inoculated leaves (Figure 4D).

**Figure 4:**
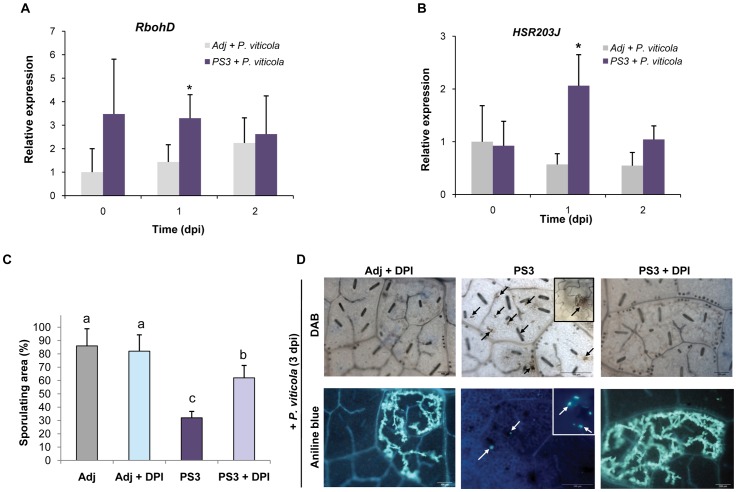
Priming of ROS and HR-like cell death are key defenses during PS3-IR to *P. viticola*. **A, B.** Primed transcript accumulation of genes encoding a NADPH-oxidase (*RbohD*) and a HR-related lipase (*HSR203J*) revealed by qPCR in plants treated with PS3 (5 g l^−1^) or Adj (0.05%) at 0, 1 and 2 dpi. Means of relative expression after the two treatments derived from four independent biological experiments were compared within a timepoint. Asterisks indicate significant differences using unpaired heteroscedastic Student's *t*-test (*P*<0.05). The 2^nd^ and 3^rd^ youngest full-sized leaves of four plants were sampled and combined per treatment and per timepoint. The relative expression in Adj at 0 dpi was set as 1 and the others were adjusted accordingly. The error bars represent the standard error of the mean. **C.** Diphenylene iodonium (DPI) partly abolishes the PS3-IR to *P. viticola* in grapevine. Leaf disks were treated during 1 day with 10 µM DPI, washed and then treated with 2.5 g l^−1^ PS3 during 1 day, washed and, finally inoculated with *P. viticola*. Leaf sporulating area evaluated at 8 dpi. Different letters indicate statistically significant differences (*P*<0.05; ANOVA followed by LSD test). Data are representative of three independent experiments (n = 3). **D.** Microscopic analyses on the same grapevine leaf discs show that DPI inhibits the primed H_2_O_2_ production (black arrows and inset) and callose deposition (white arrows and inset) during PS3-IR, leading to *P. viticola* spreading. Aniline blue and DAB staining were realized to detect callose and H_2_O_2,_ respectively. Pictures are representative of three independent experiments. Bar = 100 µm.

### Plasma Membrane Depolarization and ROS Priming are Key Components of the PS3-induced Resistance

As PS3 triggered a plasma membrane depolarization (Figure 1D), we hypothesized an existing link between ion channel activity, plasma membrane depolarization, H_2_O_2_ production and HR-like cell death during the PS3-IR against *P. viticola*.

To assess the involvement of anionic channel activity in the PS3-induced plasma membrane depolarization, the glibenclamide anion channel blocker (Gli) was used [6], [7]. Compared to control cells, Gli inhibitor suppressed the depolarization induced by PS3 to near control levels (Figure 5A). These data suggest that PS3 elicited a rapid and sustained plasma membrane depolarization through activation of anion channels. Similar results were also obtained with niflumic acid (Nif), another structurally unrelated anion channel inhibitor (data not shown).

**Figure 5:**
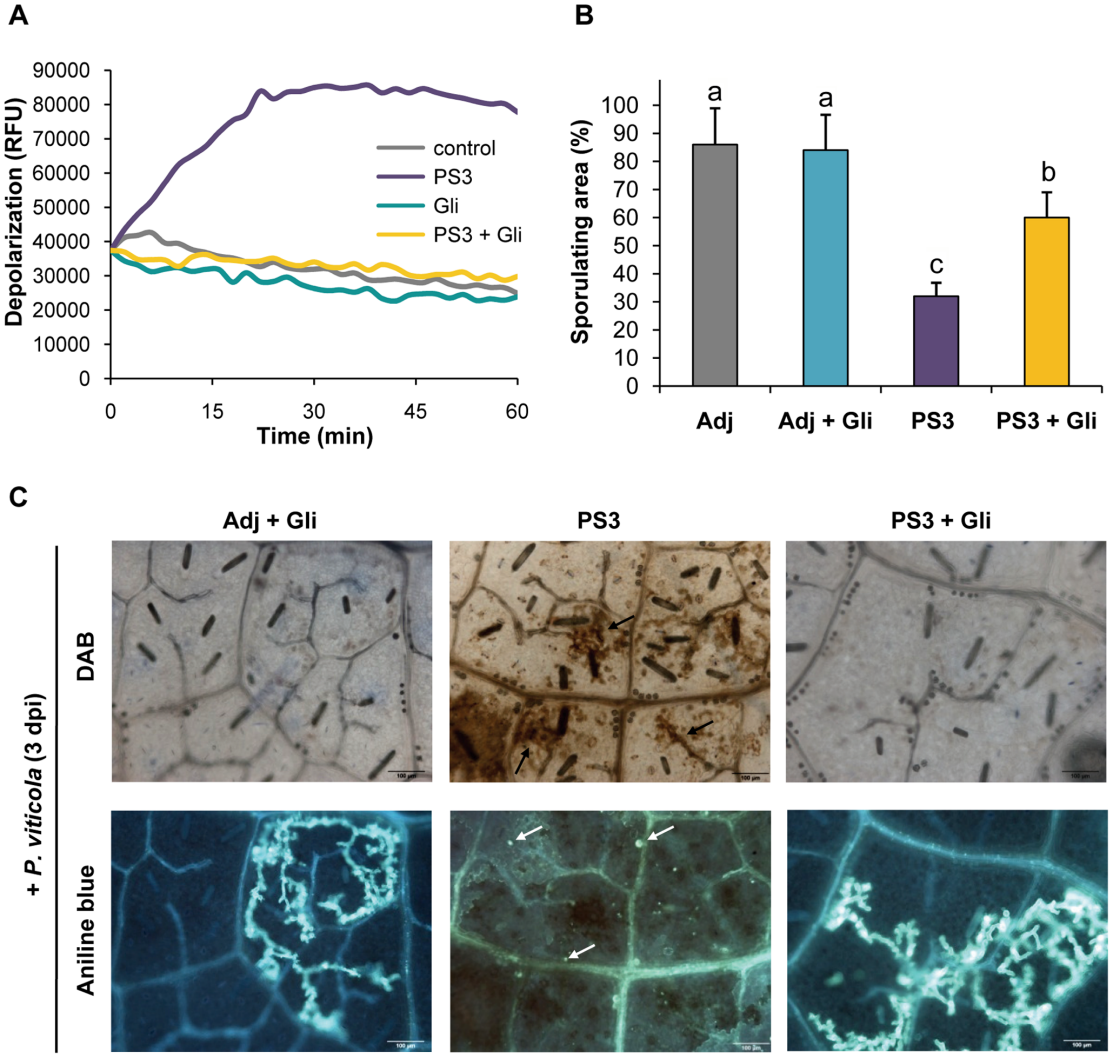
Plasma membrane depolarization mediates the primed ROS production during the PS3-IR to *P. viticola*. **A.** The anionic channels inhibitor glibenclamide (Gli, 200 µM) blocked the plasma membrane depolarization triggered by PS3 in grapevine cell suspensions revealed by the DIBAC_4_ probe fluorescence. **B.** Sporulating areas indicate that Gli blocked the PS3-IR to *P. viticola* in grapevine leaf discs. Leaf discs were treated during 24 h with Gli (200 µM), washed and then treated with 2.5 g l^−1^ PS3 during 24 h, washed and, finally inoculated with *P. viticola.* Leaf sporulating area evaluated at 8 dpi. Different letters indicate statistically significant differences (*P*<0.05; ANOVA followed by LSD test). Data are representative of three independent experiments (n = 3). **C.** Microscopic analyses on the same grapevine leaf discs show that Gli inhibits the primed H_2_O_2_ production (black arrows) and callose deposition (white arrows) during PS3-IR, leading to *P. viticola* spreading. Aniline blue and DAB staining were realized to detect callose and H_2_O_2,_ respectively. Pictures are representative of three independent experiments. Bar = 100 µm.

To evaluate whether the activation of anionic channels is a determining step in the regulation of PS3-IR, the effect of Gli inhibitor was examined by observing the *P. viticola* development in PS3-treated plants. Figure 5B shows that pre-incubation with Gli did not alter the pathogen infection process whereas PS3 induced a strong reduction of the sporulating surface. Co-treatment with Gli and PS3 significantly reduced the PS3-IR (Figure 5B).

To confirm these results, microscopy was used to reveal H_2_O_2_ formation, callose deposition and *P. viticola* development in each modality. Interestingly, DAB and aniline blue staining indicate that co-treatment PS3+ Gli abolished the priming of H_2_O_2_ production and callose deposition leading to highly infected grapevine tissues (Figure 5C). These results suggest that the primed ROS production depends on an upstream channel activity and regulates downstream callose deposition and HR-like cell death, key components of the PS3-IR.

## Discussion

### Sulfation of Laminarin Improves the β-glucan Activity

In plants and mammals, the fact that oligosaccharides must carry crucial sulfates for their biological function suggests that chemical sulfation of oligosaccharides can improve their biological properties. Compared to Lam, its sulfated derivative PS3 triggered an enhanced immunity against *P. viticola* in *V. vinifera* and a stronger immunity against TMV in *Nicotiana tabacum* [29]. As for drug discovery, our results indicate that the chemical modification of an elicitor, such as PS3, could improve its resistance-inducer efficiency. In a structure–activity analysis, Ménard *et al.* [29] demonstrated that the sulfate residues and a minimum β-1,3 glucan chain length (DP>5) were essential for PS3 activity in tobacco. Moreover, if Lam is a substrate for plant β-1,3 glucanase, its sulfation clearly protects the molecule from its enzymatic degradation [44]. In tobacco plants, Klarzynski *et al*. [28] have shown that while Lam elicits phenylalanine ammonia lyase (PAL) activity, di-, tri- and tetramers of β-1,3 glucan were inactive. Thus, a basal activity of plant glucanases can degrade Lam and consequently releases short inactive β-glucans whereas PS3 still remains an active molecule during a longer period. This might explain the higher resistance induced by PS3 compared to Lam.

### PS3 Directly Triggers a Sustainable Plasma Membrane Depolarization

Studies of early signaling events indicated that, in contrast to Lam, PS3 did not directly trigger typical elicitor-induced signaling events such as cytosolic [Ca^2+^] variations, oxidative burst and activation of 2 MAPKs. These data clearly indicate that sulfation of Lam modifies some defense-related events in grapevine as it has been previously observed in tobacco and Arabidopsis [29]. It is not surprising that PS3 was unable to elicit these three signaling events as Ca^2+^ is known to act upstream of MAPK activation and ROS production [4]. Interestingly, BABA, another priming agent, is also unable to elicit cytosolic [Ca^2+^] variations, ROS production or MAPK activation [21]. Thus, screenings to identify powerful resistance inducers should not be realized only on early signaling events. Supporting this conclusion, PS3 and BABA were shown to trigger a strong grapevine induced resistance against downy mildew without eliciting any ROS production or MAPK activation (this study and [21]). The fact that cytosolic [Ca^2+^] variations are induced by Lam but not by PS3 suggests that ion fluxes trough plasma membrane are modified depending on the β-glucan structure. In this study, it has been shown for the first time that the priming agent PS3 directly triggers a sustained plasma membrane depolarization while Lam only triggers a transient one. In soybean roots, β-glucans also trigger a plasma membrane depolarization varying with β-glucan structure: short DP 5 has no effect, DP 7–15 induces a transient depolarization whereas DP>15 trigger the strongest depolarization [45]. Knowing that Gli and Nif inhibit the PS3-triggered plasma membrane depolarization indicates that anionic channel activity is involved in PS3 signaling in grapevine. In tobacco, the *Phytophthora* elicitor cryptogein also triggers a sustained plasma membrane depolarization that can be blocked by Gli or Nif anionic channel inhibitors [7]. A pharmacological approach has shown that this anion efflux was important signaling event acting upstream of induction of defense-related genes (*i.e. PAL, HSR203J*) and HR-like cell death [6].

### PS3 Directly Induces a Stress-responsive Transcriptome

Our study also indicates that PS3 directly up-regulates 132 genes in grapevine. Interestingly, microarray analysis shows that 94% of the genes induced by Lam (88/94) are also up-regulated by PS3. However, the grapevine transcriptome was more affected by PS3 treatment than by Lam as PS3-treated plants exhibit more induced genes (132 *vs* 94) and a higher global fold change. For example PS3 highly induces the expression of a putative *SAMT1* which might result in the production of methylsalicylate (MeSA), a mobile plant immune signal [46]. 

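SAMT1 had a higher mean after PS3 than after Lam at 12 hpt, by a log2 difference of 1.31 (SE 0.72, 95% interval -0.2 to 2.82). Its log2 fold change over Adj was 0.56 after Lam, or -0.29 without Adj replicate 3. The difference did not pass limma over all genes (adjusted p = 1), and its unadjusted limma p was above 0.05. Left-out arrays moved it from 0.58 without PS3 replicate 2 to 2.2 without PS3 replicate 1.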

The different regulation of the JA/SA balance observed after PS3 or Lam treatment might be due to the higher induction of specific transcription factors such as WRKY40 [47]. 

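WRKY40 had a higher mean after PS3 than after Lam, by a log2 difference of 0.82 (SE 0.75, 95% interval -0.74 to 2.37). Against Adj, its log2 fold change was 0.37 (SE 0.75) after PS3 and -0.44 after Lam, or 0.12 after Lam without Adj replicate 3. Neither passed limma over all genes (adjusted p = 1). The difference was 0.28 without PS3 replicate 2 and 1.38 without PS3 replicate 1.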

So, compared to Lam, PS3 induces a stronger plasma membrane depolarization correlated to stronger transcriptome activation and higher induced resistance.

Moreover, transcriptome analysis provided evidence that PS3 modulates grapevine immunity through induction of a stress-responsive transcriptome.

Many of these genes encode chloroplast-targeted proteins corroborating many earlier results indicating that light and photosynthetic metabolites are necessary for development of resistance, notably by stimulating the oxidative burst and the HR [48]. The GO enrichment analysis also showed that PS3 induces genes involved in glycolysis to provide energetic metabolites. Among them, glycerol-3-phosphate (G3P) has been discovered to be a key mobile signal during induced resistance in Arabidopsis [49]. Altogether, these data indicate that the PS3-transcriptome might provide energetic metabolites and mobile immune signals to anticipate pathogen attack *via* faster synthesis of stress-responsive transcripts. However, if different grapevine resistance inducers (PS3; thiamine and the beneficial microorganism *Trichoderma harzianum* T39) up-regulate common stress/defence-related genes after downy mildew infection [30], [50], [51], it seems that the mode of action could be different. Indeed, the genes directly modulated by T39 or PS3 are different. In particular, T39 up-regulates genes involved in signal transduction process and ET-related genes [50] whereas PS3 rather triggers HR-related and SA-modulated genes (Figure 2). 

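Ethylene response factors, transcription factors of ET-dependent responses, had no common direction after PS3: 2 of the 5 genes had a higher mean, with a median log2 fold change of -0.04 and a mean of 0.2 (camera adjusted p = 0.175). ERF3a had a log2 fold change of 0.7 (SE 0.52), ERF5a -0.11 (SE 1.07) and ERF5b -0.58 (SE 0.8). After Lam the median was -0.06. Left-out arrays moved the median after PS3 from -0.41 without PS3 replicate 2 to 0.51 without PS3 replicate 1, and the list passed without PS3 replicate 3. ERF5a had 0.66 without Adj replicate 3.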

If PS3 and thiamine both induced the expression of genes of the phenylpropanoid pathway, PS3 induced the accumulation of phenolic and phytoalexin metabolites only after downy mildew inoculation whereas thiamine directly elicited this production after treatment [30], [33], [51]. However, after *P. viticola* infection, similar defence genes are primed by the different resistance inducers, including *Chitinase 1b*, *PR-2*, *LOX-9*, *GST*, *PAL*, *STS* and *ROMT* [30], [33], [50], [51]. Recently, Tsai *et al*. [35] have also shown that BABA directly up-regulates a stress-responsive transcriptome in Arabidopsis (20% compared to 5% in the whole genome). Interestingly, many *HSP/HSC* genes are up-regulated by PS3 in *V. vinifera* and by BABA in Arabidopsis [35]. These chaperone proteins have been reported to play a key role in plant immunity by promoting the stability of disease resistance proteins [52], [53] and by priming gene transcription and systemic acquired resistance [54]. It has also been reported that the HSP90 chaperone machinery mediates posttranscriptional gene silencing (PTGS) *via* formation of RNA-induced silencing complexes (RISCs) that contain ARGONAUTE (AGO) [55]. 

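The 8 genes of the heat shock and chaperone list, among them 3 ER chaperones, all had a higher mean after PS3 than after Adj, with a median log2 fold change of 0.66. HSC80 (TC61961_809_S), an HSP90 chaperone, had 1.42 (SE 0.58), and CPN10, a chaperonin of organelles, had 0.87. The list's camera adjusted p was 6.30e-06, and the adjusted p was 0.0517 with an estimated correlation, and 1 gene passed when adjusted over the list alone. Fry gave an adjusted p of 0.307. After Lam, 5 of 8 means were higher, with a median of 0.25 (adjusted p = 0.0858). Between PS3 and Lam, all 8 means were higher after PS3, by a median of 0.51 (adjusted p = 1.69e-04, and adjusted p = 0.0942 with an estimated correlation). That call was lost without PS3 replicate 2 or Lam replicate 1, and the list passed after Lam without Adj replicate 2, Adj replicate 3 or Lam replicate 1.

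The ER folding list, which shares 3 members with the chaperone list, had 4 of 6 higher means after PS3, with a median of 0.16 (adjusted p = 0.0379, and adjusted p = 0.33 with an estimated correlation). Calreticulin, a calcium-binding chaperone of the ER, had 1.79 (SE 0.58) after PS3, and another probe with its transcript had 0.74. Without Adj replicate 1, the chaperone median after PS3 was 0.23 and that of the ER folding list was -0.39, and the latter call was lost without Adj replicate 2, PS3 replicate 2 or PS3 replicate 3. HSC80 had 0.85 and calreticulin 1.15 without Adj replicate 3, and CPN10 had 0.44 without Adj replicate 1. Both lists come from the study's selection on these arrays and are not independent evidence.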

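AGO1 (GSVIVT00027767001_1299_S), the ARGONAUTE of RNA-induced silencing complexes, had a log2 intensity of 9.17 ± 0.86 (SD, n = 3) after PS3, 8.77 ± 0.72 after Lam and 7.93 ± 1.11 after Adj. PS3 exceeded Lam by 0.41 (SE 0.53, 95% interval -0.69 to 1.5). For HSC70-2 the difference was 0.51 (SE 0.7, 95% interval -0.95 to 1.97), for HSP83 0.39 (SE 0.7, 95% interval -1.06 to 1.84) and for HSC80 0.59 (SE 0.58, 95% interval -0.61 to 1.79). None of the 4 differences passed limma over all genes (adjusted p = 1). The intervals come from the fit without pairing and may be too wide, since same-numbered PS3 and Lam arrays were correlated (0.64 to 0.77). PS3 was higher in 2 of the 3 same-numbered pairs for AGO1 and in 3 of 3 for HSC70-2, HSP83 and HSC80. After Lam, the log2 fold change over Adj was 0.84 for AGO1, 0.75 for HSP83 and 0.83 for HSC80. Without PS3 replicate 2, the differences of AGO1, HSC70-2, HSP83 and HSC80 were -0.09, -0.06, -0.22 and 0.16. The values after Lam were 0.32 for AGO1 and 0.25 for HSC80 without Adj replicate 3, and 0.13 for HSP83 without Lam replicate 2.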

The fact that *HSP90/HSC70* and *AGO1* are more induced by PS3 than by Lam suggests a more efficient PTGS triggered by PS3. This difference could explain that Lam directly elicited immune responses whereas PS3 only primed them. Moreover, it has been recently shown that *B. cinerea* small RNAs suppress plant immunity by hijacking host RNA interference machinery *via* their binding to plant AGO1 [56]. As *P. viticola* might also produce small RNAs effectors, future works will be necessary to understand if AGO1 is important for the priming phenomenon and for resistance against this eukaryotic pathogen.

### PS3 Primes SA-dependent Defense Pathway Upon Downy Mildew Inoculation

In tobacco, PS3-IR against TMV has been shown to be correlated to the elicitation of the SA-dependent defense pathway [29]. Upon *P. viticola* inoculation, PS3 primes a significant SA accumulation and the expression of the 2 SA-marker genes *NRX1* and *PR-2*. In tobacco and Arabidopsis, PS3 also induced SA accumulation and expression of SA-dependent PR proteins [29]. Globally, these results suggest that PS3-IR commonly involves the SA signaling pathway, although PS3 showed elicitor or priming effects depending on the plant species. Similarly, BABA directly elicits plant defenses in tomato [57] while it primes them in Arabidopsis [22]. The fact that different studies show that the SA-analogue BTH is able to induce resistance against *P. viticola* in grapevine (this study; [58], [59]) clearly indicates that the SA-pathway efficiently contributes to trigger resistance against this biotrophic oomycete. Previous results showing that the expression of the *9-lipoxygenase (9-LOX)* gene is primed during PS3-IR [30] and that the LOX inhibitor 5, 8, 11, 14-eicosatetraynoic acid led to a reduced IR against *P. viticola* after BABA or PS3-pretreatment [30], [60] suggest the coordinated involvement of the oxylipin-pathway. 

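LOX-A had a log2 intensity of 10.54 ± 1.8 (SD, n = 3) after PS3 and 9.61 ± 1.51 after Adj, a log2 fold change of 0.93 (SE 0.85, 95% interval -0.83 to 2.69). JAZ1 had 10.62 ± 0.13 after PS3 and 9.84 ± 0.18 after Adj, without overlap between the arrays, a log2 fold change of 0.79 (SE 0.47, 95% interval -0.18 to 1.76). Neither gene passed limma over all genes (adjusted p = 1). After Lam, the log2 fold changes were 0.69 for LOX-A and 0.3 for JAZ1. Without Adj replicate 1, those of LOX-A were 0.13 after PS3 and -0.11 after Lam, and that of JAZ1 after Lam was 0.11 without Lam replicate 1.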

If the involvement of the JA-dependent pathway has been suggested for grapevine resistance against downy mildew [60], [61], its quantification by LC-MS and the expression of JA-marker genes (*LOX-A, JAZ1*) were not statistically significant to definitely conclude about its role in PS3-IR. The fact that SA suppresses the JA signaling pathway in Arabidopsis [62] suggests that a similar prioritization might also exist in grapevine during PS3-IR. Further experiments will be needed to investigate the finely tuned relationship between these two hormones in *V. vinifera*.

### Priming of H_2_O_2_ Production, Callose Deposition and HR-like Cell Death during PS3-IR are Dependent on Plasma Membrane Depolarization

Our work has demonstrated that the PS3-IR in grapevine to *P. viticola* was correlated to the priming of defense genes, H_2_O_2_ production and HR-like cell death (this study; [30]). Following infection, H_2_O_2_ accumulation is one of the defense responses commonly observed in primed plants [21], [63]–[65] and have been demonstrated to be involved in the callose deposition and HR cell death in different studies [66]–[69]. Moreover, the callose deposition has been commonly reported to play a key role in the grapevine induced resistance against *P. viticola* [30], [69], [70]. Treatment with DPI, a NADPH oxidase inhibitor, increased significantly the susceptibility of PS3-primed plants to downy mildew indicating that inhibition of the primed H_2_O_2_ accumulation affected the PS3-IR. Nevertheless, it cannot be excluded that H_2_O_2_ might be produced by other sources of ROS. The capacity of a resistance inducer to directly elicit the H_2_O_2_ production doesn’t seem to be crucial for the IR compared to the priming of H_2_O_2_ production observed in response to *P. viticola* inoculation in treated plants (this work, [70]).

Plasma membrane depolarization has been observed to be an initial feature of apoptosis in mammals and HR-like cell death in plants [7]. Since anionic channels play key roles in plasma membrane depolarization, Gli was used to determine the contribution of channel activity during the plasma membrane depolarization preceding the PS3-IR to downy mildew. In the tobacco-cryptogein model, inhibition of the NO_3_^−^ efflux blocked the H_2_O_2_ production and reduced HR-like cell death [6]. In grapevine, treatment with Gli also inhibited the priming of H_2_O_2_ production, callose deposition and reduced the PS3-IR showing that channel activity acts upstream of defense reactions involved in the PS3-IR.

On the whole this study reports that plasma membrane depolarization plays an initial signal transduction role leading to primed SA-dependent defenses, ROS production and HR-like cell death. Previously a pharmacological approach has also shown that lipoxygenase activity and callose deposition were involved in PS3-IR [30]. H_2_O_2_ production, callose deposition and stilbene production have also been found to be associated to the resistance against *P. viticola* triggered by other inducers [51], [69]. Altogether, our results indicate that PS3-IR against *P. viticola* needs anionic channels and lipoxygenase activities to prime ROS and SA production, callose deposition and HR like cell death. This study has also provided β-glucan-, SA- and JA- marker genes in grapevine and new genes putatively involved in the priming phenomenon that should be further characterized by a functional genomics strategy.

In term of vineyards application, one should keep in mind that our results were obtained on the 2^nd^ and 3^rd^ fully expanded leaves from greenhouse-grown plants that are the most responsive to PS3-IR [33]. Younger or older leaves are less PS3-responsive and thus global protection in the vineyard should not be extrapolated for the moment.

## Supporting Information

Figure S1 **β-1,3 glucans induce resistance in grapevine against** ***Plasmopara viticola*** **.**
(PDF)

Figure S2 **Quantification of JA and SA in uninfected grapevine plants treated with PS3, Lam, or adjuvant.**
(PDF)

Figure S3 **Primed-H_2_O_2_ and callose deposition observed during PS3-IR.**
(PDF)

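The table lists 200 probes with their gene names and fold changes, each treatment set against its own control. All 200 probes were found on the arrays. Across these genes, the log2 fold changes computed here had a Pearson correlation of 0.89 and a Spearman correlation of 0.91 with those of the table for PS3. For Lam they were 0.88 and 0.89, for SA 0.84 and 0.81, and for JA 0.98 and 0.93. These are correlations across genes that were selected on the same arrays, and genes are not independent replicates.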

Table S1 **List of grapevine modulated genes in response to PS3, Lam, SA and JA at 12 hpt.** Large data set in xls file can be downloaded.
(XLSX)

Table S2 **Specific and common genes modulated 12 hpt with PS3, Lam, SA and JA described in the Venn diagram.** Large data set in xls file can be downloaded.
(XLSX)

Table S3 **Gene list corresponding to the GO enrichment analysis by the AgriGO software.** Large data set in xls file can be downloaded.
(XLSX)

Table S4 **Sequences of primers used for qPCR experiments.**
(PDF)

# Supplementary material for: The Sulfated Laminarin Triggers a Stress Transcriptome before Priming the SA- and ROS-Dependent Defenses during Grapevine's Induced Resistance against Plasmopara viticola
**Source:** PLoS One. 2014 Feb 6;9(2):e88145. doi: 10.1371/journal.pone.0088145
**Supplement:** Figure S1 — β-1,3 glucans induce resistance in grapevine against Plasmopara viticola .

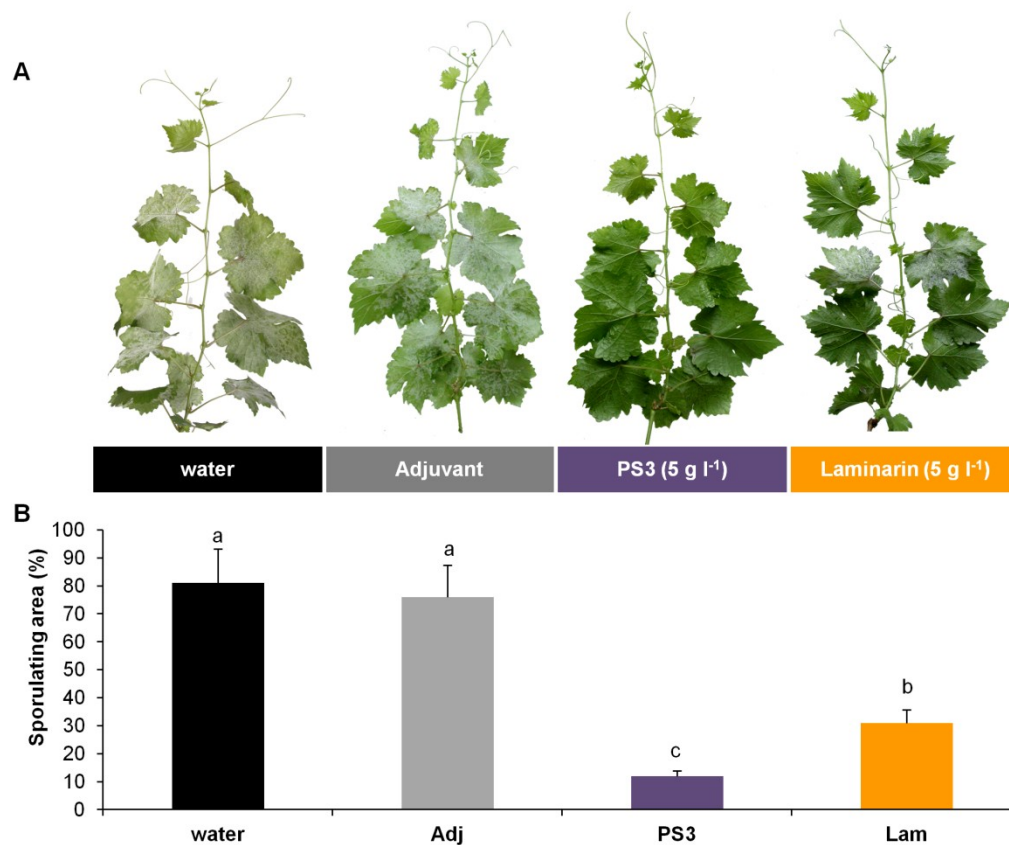

Figure S1. β -1,3 glucans induce resistance in grapevine against *Plasmopara viticola*.

Plants were sprayed with water, adjuvant (0.05%), PS3 (5 g l⁻¹) or Lam (5 g l⁻¹) before *P. viticola* inoculation 2 days later (10⁴ spores ml⁻¹). **A.** Visible disease symptoms at 8 dpi on lower face of the leaves. **B.** Leaf sporulating area evaluated at 8 dpi (%). Data represent means $\pm$ SD from 6 plants per modality (n=6). Different letters indicate statistically significant differences ($P < 0.05$; ANOVA followed by LSD test). Results are from one representative experiment out of 5 repetitions with similar results.

# Supplementary material for: The Sulfated Laminarin Triggers a Stress Transcriptome before Priming the SA- and ROS-Dependent Defenses during Grapevine's Induced Resistance against Plasmopara viticola
**Source:** PLoS One. 2014 Feb 6;9(2):e88145. doi: 10.1371/journal.pone.0088145
**Supplement:** Figure S2 — Quantification of JA and SA in uninfected grapevine plants treated with PS3, Lam, or adjuvant.

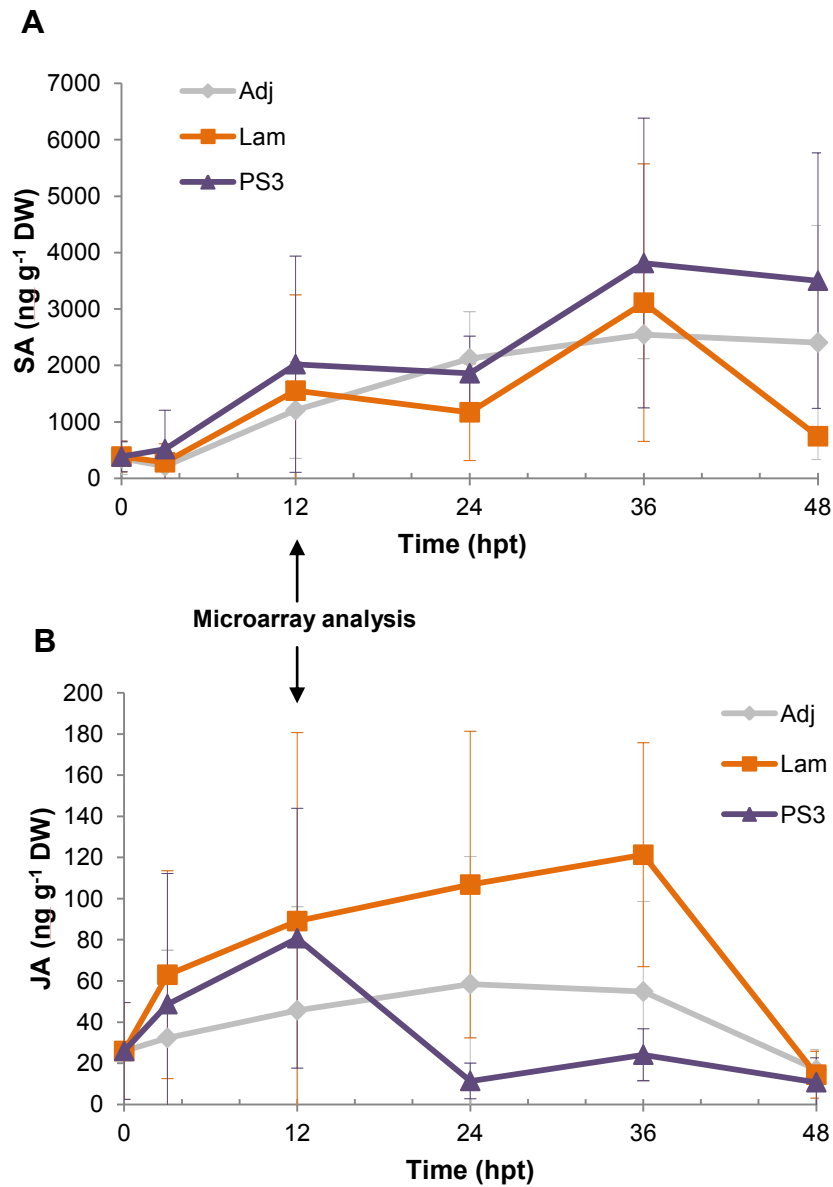

Figure S2: Quantification of SA and JA in uninfected grapevine plants treated with PS3, Lam, or adjuvant.

Endogenous SA and JA were quantified by LC-MS in grapevine plants during 48 hours post-treatment (hpt) with PS3, Lam or adjuvant (Adj). No statistical difference ($P < 0.05$, student t test) has been found comparing PS3 vs Adj or Lam vs Adj from three biological independent experiments ($n=3$).

# Supplementary material for: The Sulfated Laminarin Triggers a Stress Transcriptome before Priming the SA- and ROS-Dependent Defenses during Grapevine's Induced Resistance against Plasmopara viticola
**Source:** PLoS One. 2014 Feb 6;9(2):e88145. doi: 10.1371/journal.pone.0088145
**Supplement:** Figure S3 — Primed-H2O2 and callose deposition observed during PS3-IR.

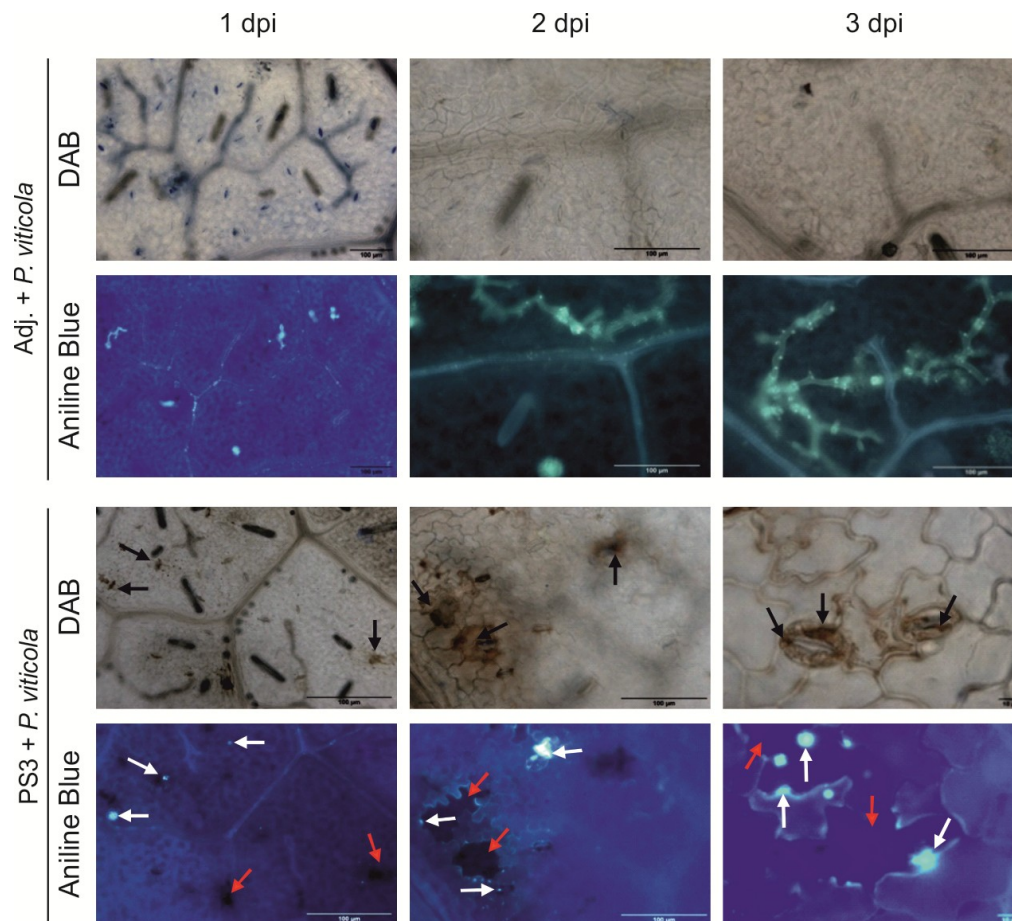

Figure S3. Primed- H_2O_2 and callose deposition observed during PS3-IR. Primed H_2O_2 production and callose deposition are specifically observed during PS3-IR at 1, 2 and 3 dpi with *P. viticola*, as revealed by 3,3'-diaminobenzidine (DAB) or aniline blue staining, respectively. Pictures are representative of three independent experiments. Black arrows indicate brown precipitates due to H_2O_2 production and DAB staining. White arrows indicate callose deposition revealed by aniline blue staining. Red arrows indicate dead cells. Bar = 100 or 10 μm .

# Supplementary material for: The Sulfated Laminarin Triggers a Stress Transcriptome before Priming the SA- and ROS-Dependent Defenses during Grapevine's Induced Resistance against Plasmopara viticola
**Source:** PLoS One. 2014 Feb 6;9(2):e88145. doi: 10.1371/journal.pone.0088145
**Supplement:** Table S4 — Sequences of primers used for qPCR experiments.

Table S4: Sequences of primers used for qPCR experiments.

**Gene**	**Forward primer**	**Reverse primer**	**NCBI identifier**
<i>PR-2</i>	TCAGCCGTCCTCGGCAAATCA	TTGGCCAGGAGTGGGGAGCC	XM_002278087
<i>NRX-1</i>	CTGAGAAGGTGAAGCATGCT	CTCTCAAACCTCATTGTGCTATT	XM_002262821
<i>RbohD</i>	ACCATGCTTCAGTCCCTCCAT	AGCGATCTTCTTGAAGACTTGTCGCC	XM_002268568
<i>HSR203J</i>	TGGAGGAAACATCGTTCACA	CCTGGACAATTCTGCCATCT	XM_002285050
<i>VATP16</i>	CTTCTCCTGTATGGGAGCTG	CCATAACAACCTGGTACAATCGAC	XM_002269086

How the deposited data were processed for this re-analysis (not part of the article)

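Leaves of Marselan grapevine were sampled 12 h after spraying with PS3, Lam, Adj, SA, JA or DMSO, with 3 arrays per condition and 18 arrays in all. Each array took RNA from leaves of 4 plants, and the 3 arrays of a condition came from independent biological experiments. Sample conditions and replicate numbers were taken from the sample labels and the paper.

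The authors deposited 1 scanner intensity per spot for each array, read with Microarray Imager and not normalized between arrays, and a table of normalized intensity values. The paper's text names median scaling for the normalization. In the table, 17 of the 18 columns equal a quantile normalization within a set of arrays, with a tolerance of 0.01: Adj, PS3 and Lam form 1 set, and DMSO, SA and JA the other. The column of SA replicate 3 departs from its set by up to 3830. The scanner intensities of that array had a rank correlation of 0.708 with its column. How the background was treated before the intensities were written is not given in the sources used here. The scanner intensities were used for all results, and the normalized table served as an alternative.

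The analysis used R 4.3.3 and limma 3.58.1. Intensities were corrected with the normexp model with an offset of 50. For 1 array, Lam replicate 3, the model had no solution, and its lowest intensity of 1 was subtracted instead. Arrays were scaled to a common median over the gene probes and taken to log2, and the control spots were left out. All 24562 gene probes were tested in 1 fit to all 18 arrays. Each of PS3 and Lam was set against Adj, each of SA and JA against DMSO, PS3 against Lam, SA against JA and Adj against DMSO. The differences between the SA and PS3 effects and between the JA and PS3 effects were tested in the same fit. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. Genes called by unadjusted p used the same fold with an unadjusted p under 0.05. The methods' t-test, per gene and without adjustment, was run beside it. Mean levels over the 88 common genes were compared by exact permutation tests. Genes shared by PS3 and Lam were set beside data simulated without effect, once with independent arrays and once, added after seeing the values, with the mean correlations of same-numbered Adj, PS3 and Lam arrays.

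Array medians ranged from 134.25 to 1004.5. Between 12 and 107 probes of an array were saturated at 65535, and up to 2818 probes lay at the floor of 1. Negative controls had a median of 696.5 on DMSO replicate 3 and of 1 to 137.5 on the other arrays. The number of arrays and the signal over background limit the precision. The steps were tested on simulated data with known changes before they were used.

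Gene names were taken from Table S1, which names 200 of the probes. The array comments list transcripts for 3111 probes, by which a probe can share targets with others. The names of 3111 probes mark cross-matches. The other probes given for a gene's transcript are of this kind and are named after another transcript, so they may read more than that gene. Genes to be named in the text were all genes that the paper names, and, per comparison, the 10 called genes with the largest rise and the 5 with the largest fall, of which at most 2 per direction are unnamed probes. The values in the paper's tables had been seen when this rule was set. Gene lists were drawn up from the names in Table S1, so every member had been selected by the study. Of 31 lists, 2 had no member, and 8 had at least 5 members and were tested: glycolysis, nitrogen assimilation and amino acid synthesis, ubiquitin and proteasome, calcium signaling, cytosolic heat shock and chaperone proteins (which also took in 3 ER members and CPN10 of organelles), ER folding, PR proteins and ethylene response factors. The search term for actin genes was narrowed after the files had been opened. The lists were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, over 56 tests, with Benjamini-Hochberg adjustment. The estimated correlations ran from 0.25 to 0.57 for PS3 against Adj, far above the preset value. Limma's rotation test fry was run beside camera. After PS3, Lam or SA no list passed by fry, where the lowest adjusted p was 0.13.

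Whether replicate numbers pair the arrays was checked by correlating the deviations of same-numbered arrays from their group means across genes, with a limit of 0.1. They pair Adj, PS3 and Lam with each other, SA with DMSO, and Adj with DMSO (for PS3 and Adj, 0.52, 0.54 and 0.41 for numbers 1, 2 and 3). They do not pair JA with DMSO (0, 0.01 and 0.19) or SA with JA. Standard errors and intervals come from the fit without pairing. For PS3 against Lam, whose same-numbered arrays had 0.64 to 0.77, they may be too wide. Replicate number as a block was an alternative. A fit that left out 1 array kept the same-numbered arrays of the other conditions, so its values do not keep the pairs balanced. Where it changed the call of a named gene, its value is given beside the result, and counts that it moved by more than 1.5 times are given with the other alternatives.

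The comparisons, thresholds, lists and the following alternatives were chosen before the data were examined: fitting only the arrays compared, replicate number as a block, quantile normalization, no background correction, a normexp offset of 16, leaving out dim probes, the authors' normalized table, the methods' t-test with and without the Benjamini-Hochberg step, no minimum fold, unadjusted p, trend and robust variance, and leaving out each array in turn. Added after seeing the data were a fit without SA replicate 3, a fit with that array worked back from the normalized table, and the normalized table with the methods' t-test. The reference gene table used another assembly than the array design, so no coordinates are given. The enrichment of gene ontology terms was left out, since the terms of the other probes were not part of the data used here.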

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

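The tests of technical explanations in this part, 6 in number, were chosen after the results were seen. The first and the last result concern a comparison and probes that are not in the paper's tables; the result between them concerns the paper's own PS3 genes.

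The adjuvant control held 131 probes higher than the DMSO control (adjusted p under 0.05 and 2-fold, limma; median log2 2.89), and 0 probes lower, where an unadjusted p gave 730 and 164 probes, the methods' t-test 515 and 90, and replicate number as a block 275 in all. The high background of DMSO replicate 3 does not account for the whole pattern, as 79 probes were called without that array, and quantile normalization of all arrays called 154. A fault of the 6 control arrays alone is argued against by the treated arrays, where PS3 and Lam lay above SA and JA at these probes by a median log2 of 2.26, all 131 higher, against 0.05 to 0.23 for random lists. Same-numbered arrays of the 2 sets had deviations with a mean correlation of 0.29, though single pairs ranged from -0.41 to 0.62; a shift of a whole set by plants, days or hybridizations would leave this unchanged and stays open, while no label names a batch. An effect of the adjuvant on the leaf, which the design would allow, stays open too; the count was 59 without Adj replicate 3, 80 without Adj replicate 2, 65 without DMSO replicate 1 and 69 without DMSO replicate 2.

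The genes that the paper gives as up after PS3 had a median log2 fold change of 1.08 over the Adj arrays, and Adj replicate 3 was the lowest Adj array at 95 of these 132 genes. Without it the median was 0.73, so low values on that array may account for part of the difference. They cannot be told apart from a response to PS3, since 2 Adj arrays remain. This value kept PS3 replicate 3, although same-numbered arrays of PS3 and Adj were correlated. Within replicate numbers 1, 2 and 3, the median log2 difference of PS3 from Adj was 0.84, 0.89 and 1.55. Choice of single probes on these arrays stays open as well. There were 42 other probes whose comments list the same transcripts, for 31 of the genes. Their median was 0.14 where the genes' own probes had 1.24, and random lists of that size gave -0.13 to 0.1. The names of these other probes mark cross-matches. As they may also read other transcripts, their median does not decide whether the genes' own probes were right. Higher values after PS3 in all 3 same-numbered pairs were found at 119 of the 132 genes.

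After SA, the probe GSVIVT00024877001_638_X had a log2 fold change of 4.98. The probe TC63891_843_S had one of 4.79 after SA. After JA, the probe TC65635_407_X had a log2 fold change of 6.03. TC59834_333_S had one of 4.16 after JA. Another probe had 3.37 after JA. A probe that shares its comment with cyclophilin had 2.99 after JA. A further probe had 2.66 after JA. Where the DMSO arrays lay under the background limit, these are fitted values and not bounds. None of the 7 probes is in Table S1, but by the array comments GSVIVT00024877001_638_X shares a transcript with SAMT1 and TC65635_407_X shares TC59834 with LOX-A, the transcript after which TC59834_333_S is named, and the paper discusses SAMT1 and LOX-A.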

How the results depend on the processing

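The alternatives were set in advance except the fit without SA replicate 3, the fit with SA replicate 3 worked back from the authors' normalized table, and the normalized table with the methods' t-test, which were chosen after seeing the data. Of the values for single genes under an alternative, 1255 kept their direction and side of the threshold, 47 lost the call, 9 gained it and 19 reversed. For gene lists these numbers were 753, 97, 44 and 36. Where a value changed, the cause was not tested. Signal over background limited dim probes, since only 43.8% to 70.2% of the probes of an array lay above its limit.

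Counts of changed genes, where they moved by more than 1.5 times; other counts stayed within 1.5 times. Replicate block: SA vs JA 13, Adj vs DMSO 275, JA against PS3 effects 1, and within 1.5 times SA 3, JA 8 and at least 1 treatment 11; of the named genes and the lists, the block changed only the calls of SAMT1 after SA, the chaperone list after JA and the ER folding list between SA and JA. Quantile normalization: SA 4, SA vs JA 11. No background correction: SA 0, JA 0, SA vs JA 1, Adj vs DMSO 70, at least 1 treatment 0. Offset 16 and, separately, no dim probes: each SA 1, JA 3, SA vs JA 2, at least 1 treatment 4. Normalized table: SA 4, SA vs JA 8. Worked back array: SA vs JA 11. The methods' t-test, unadjusted: PS3 44, Lam 30, SA 113, JA 349, PS3 vs Lam 11, SA vs JA 204, Adj vs DMSO 605, at least 1 treatment 520, shared by PS3 and Lam 6; after Benjamini-Hochberg: SA 0, JA 0, SA vs JA 0, Adj vs DMSO 0, at least 1 treatment 0. Unadjusted limma p: PS3 260, Lam 179, SA 582, JA 276, PS3 vs Lam 20, SA vs JA 1343, Adj vs DMSO 894, SA against PS3 effects 112, JA against PS3 effects 90, at least 1 treatment 1155, shared by PS3 and Lam 77, by PS3 and SA 22. Normalized table with the methods' t-test: PS3 134, Lam 130, SA 120, JA 90, PS3 vs Lam 58, SA vs JA 157, at least 1 treatment 434, shared by PS3 and Lam 16, PS3 and SA 2, PS3 and JA 1. Gene list calls: 10 with an estimated correlation.

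Reversed values. PR-1 changed sign after SA: 1.09 in the normalized table, 0.85 in the fit without SA replicate 3, 1.07 with the worked back array. For lists, it was the direction of the camera test that turned, and the values printed are medians over the members, which can keep their sign; only those of the PR proteins and of the chaperones, both after Lam, changed sign. Ethylene response factors: Lam -0.17 (quantile), PS3 vs Lam 0.05 (no background correction). Ubiquitin and proteasome, SA vs JA: 0.37 (quantile), 0.3 (no background correction), 0.17 (no dim probes), 0.15 (normalized table), 0.22 (fit without SA replicate 3), 0.33 (worked back). ER folding, Lam: -0.25 (no background correction), -0.31 (offset 16). PR proteins, Lam: 0.03 (no background correction). Chaperones, Lam: -0.13 (no dim probes).

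Leaving out 1 array in turn, lowest to highest. Counts: gene list calls 27 to 40, Adj vs DMSO 59 to 191, JA 3 to 6, SA 1 to 2, SA vs JA 1 to 6, at least 1 treatment 4 to 11; the counts for PS3, Lam and PS3 vs Lam, both tests of differing effects and all 3 shared counts 0 to 0; the 88 common genes, PS3 vs Lam, -0.14 to 0.37. Single genes: AGO1 PS3 vs Lam -0.09 to 0.76, HSC70-2 PS3 vs Lam -0.06 to 0.87, HSP83 PS3 vs Lam -0.22 to 1, EDS1 after PS3 -0.42 to 0.34, GST 23-like after PS3 -0.17 to 1.53, NRX1 after PS3 -0.69 to 0.92, PR-5 after PS3 -1.02 to 0.38, RLK1 after PS3 -0.09 to 1.05, WRKY40 after PS3 -0.45 to 0.94, PR-1 after SA -1.76 to 0.85. Lists, as medians, where camera's direction turned for 1 or more left-out arrays: ER folding Lam -0.73 to 0.42 and PS3 -0.39 to 0.95; PR proteins Lam -0.49 to 0.23 and SA vs JA 0.17 to 1.05; calcium PS3 vs Lam 0.05 to 0.52 and SA vs JA 0.03 to 0.31; chaperones Lam -0.22 to 0.66; ethylene response factors Lam -1.04 to 0.48, PS3 -0.41 to 0.51 and PS3 vs Lam -0.14 to 0.67; glycolysis PS3 vs Lam -0.18 to 0.5 and SA vs JA 0.11 to 0.71; nitrogen Adj vs DMSO -0.44 to 0.06 and PS3 vs Lam -0.09 to 0.76; ubiquitin Adj vs DMSO -0.82 to 0.08, PS3 vs Lam 0.01 to 0.49 and SA vs JA 0.04 to 0.52.

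Not run: a slide or scan block, since the files name none; the normalized table for Adj vs DMSO, since its sets were normalized separately; the methods' t-test on differing effects; and a second set for the 88 common genes, since the limma lists shared 0 genes (77 unadjusted).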

Differences from the paper's values

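The counts of changed genes are set beside the paper's at its 2-fold limit. The paper gives P under 0.05 with a false discovery rate of 5%, and here a Benjamini-Hochberg adjusted p under 0.05 from limma was used. The rules of counting also differ. The paper asks for its fold limit in at least 1 condition, and its counts per treatment and of shared genes read as 2-fold genes among its 200. Here each comparison had to pass by itself. The paper's count for at least 1 treatment is 200, listed as 200 probes, and the count here is 9 probes, some of which share a transcript. The paper's counts of genes up are 132 for PS3, 94 for Lam, 67 for SA and 27 for JA, and here they were 0, 0, 2 and 7. The paper's counts of genes down are 1 for PS3, 4 for Lam, 2 for SA and 9 for JA, and here they were 0 for each (28, 60, 291 and 192 at an unadjusted limma p, and 8, 18, 6 and 297 by the methods' t-test). For the genes up after Lam, an unadjusted limma p under 0.05 with 2-fold gave 119, within 1.5 times of the paper's count. No other alternative set before the data were examined closed any of these gaps. The normalized table with the methods' t-test, chosen after seeing the values, gave 84, 60, 105 and 60 genes up.

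The paper's counts of shared genes are 88 for PS3 and Lam, 25 for PS3 and SA and 7 for PS3 and JA, and here they were 0 for each. An unadjusted limma p under 0.05 with 2-fold gave 77 and 22 for the first and the second pair, within 1.5 times of the paper's counts, and 0 for the last, which no alternative closed.

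Of 63 log2 fold changes of named genes in Table S1, 56 lay within the spread of the values here with the same sign, 6 lay outside it, and EDS1 after PS3 differed in sign only. The spread was the larger SD of the 2 groups, so a large gap can lie within it where arrays vary. For Rubisco activase after PS3, the paper's value is 4.5 and the value here was 2.52, with an SD of 3.12 in Adj. Every compared value after PS3 lay under the paper's. For CIPK14 after PS3 the paper's log2 value is 1.24 and the value here was 0.93, a fitted value and not a bound, since its Adj arrays lay under the background limit. It was 1.06 without background correction, 1.09 with an offset of 16, 1.2 with the normalized table, 1.05 without Adj replicate 1, 1.02 without PS3 replicate 1 and 1 without PS3 replicate 3. For YSL1 after PS3 the paper's value is 3.71 and the value here was 1.52; it was 2.02 with an offset of 16, 2.59 with the normalized table and 2.49 without Adj replicate 2. For phosphoglycerate mutase after PS3 the paper's value is 2.61 and the value here was 1.32; it was 1.43 with quantile normalization, 1.41 without background correction, 1.6 with an offset of 16, 2.09 with the normalized table, and 1.41, 1.9, 1.5 and 1.84 without Adj replicate 1, Adj replicate 2, PS3 replicate 1 and PS3 replicate 3. For EDS1 after PS3 the paper's value is 0.01 and the value here was -0.03, a gap far under its SE of 0.48; it was 0.07 without Adj replicate 2, 0.25 without Adj replicate 3 and 0.34 without PS3 replicate 1. For PR-1 after SA the paper's value is 1.1 and the value here was -0.58; it was 1.09 with the normalized table and 0.85 without SA replicate 3, and with SA replicate 3 worked back, which was chosen after seeing the values, it was 1.07. For HSR203J after PS3 the paper's value is 4.64 and the value here was 1.76; it was 2.14 with an offset of 16, 2.67 with the normalized table, 2.98 without Adj replicate 2 and 2.3 without PS3 replicate 3. For stilbene synthase after PS3 the paper's value is 2.87 and the value here was 1.69; it was 1.79 without background correction, 1.94 with an offset of 16, 2.22 with the normalized table, and 2.04, 1.99, 2.03 and 1.96 without Adj replicate 1, Adj replicate 2, PS3 replicate 1 and PS3 replicate 3. Under each of these settings the value lay within the spread of the paper's value, or for EDS1 had its sign, and under the other alternatives set before the data were examined it did not.

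An unadjusted limma p under 0.05 with 2-fold called 47 of the paper's 132 PS3 genes, 20 of its 94 Lam genes, 35 of its 67 SA genes and 17 of its 27 JA genes. Of the genes named in the text, 3 that the paper calls passed over all genes under other settings only. NRX1, SA vs DMSO, passed with the normalized table (4.98), without SA replicate 3 (5.09) and with SA replicate 3 worked back (5.04), the last chosen after seeing the values. SAMT1 after SA passed when only the SA and DMSO arrays were fitted, with replicate number as a block, with trend and robust variance and with quantile normalization. HPLA after JA passed with the normalized table (1.97).

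The text of the paper gives 4 genes down after Lam and 9 after JA, and Table S1 holds 5 and 8.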

Other observations

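The tests on SA replicate 3, among them the working back of its column, the search over sets and the comparison at 21 probes, were chosen after the mismatch was seen. The others in this part were chosen before, except the values for the genes of SA alone, which the hypothesis as set did not name.

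Between the 2 control treatments, defense genes were higher in the adjuvant-treated than in the DMSO-treated leaves, a comparison that the paper does not make. All 5 PR proteins had a higher mean after Adj, 4 of them called, with a median log2 difference of 3.04 (camera adjusted p = 6.87e-16, and 0.0196 with an estimated correlation). PR-5 differed by 5.27 (adjusted p = 2.02e-04 from limma), EDS1 by 3.42 (adjusted p = 6.20e-04) and NRX1 by 5.43 (adjusted p = 0.0049), and stilbene synthase 4 like was at least 21.4-fold and WRKY40 at least 11.5-fold higher. The calls of NRX1 and WRKY40 were lost without Adj replicate 3 and that of WRKY40 without DMSO replicate 2. PR-2, among the PR proteins called, lost its call in 4 of the fits that left out a single control array. The ER folding list, chaperones that fold secreted proteins, had 5 of 6 higher means after Adj, with a median of 2.34 (adjusted p = 1.14e-10, and 0.0228 with an estimated correlation), and ethylene response factors 5 of 5, with a median of 2 (adjusted p = 1.56e-06, and 0.0415 with an estimated correlation). Glycolysis had 0 of 6 higher means, with a median of -0.54 (adjusted p = 0.0118, and adjusted p = 0.276 with an estimated correlation), a call lost without Adj replicate 3 or DMSO replicate 2. All of these genes were chosen by the study for responses to its 4 treatments on these arrays, and 13 of the 131 probes called higher are in Table S1.

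After JA, the ethylene response factors were higher as a list, with 5 of 5 higher means and a median of 1.74 (adjusted p = 1.14e-10, and 0.0196 with an estimated correlation). ERF5a had a log2 fold change of 3.06 (SE 1.07), ERF5b 2.15 (SE 0.8, or 1.41 without JA replicate 3) and ERF4 1.74 (SE 0.52). After SA, the list of 8 chaperones was higher as a set, with a median of 1.16 (adjusted p = 1.38e-06, and 0.0415 with an estimated correlation), and the ER folding list had a median of 1.39 (adjusted p = 5.02e-05, and adjusted p = 0.0925 with an estimated correlation), with 1.75 (SE 0.67) for an ER luminal HSP70. The call of the ER folding list was lost without SA replicate 2. After PS3, PAL, the entry enzyme of the phenylpropanoid pathway, had a log2 fold change of 1.18 (SE 0.65) and stilbene synthase 1.69 (SE 0.58), against 0.57 and 0.58 after Lam. PAL had 0.44 and stilbene synthase 1.05 after PS3 without Adj replicate 3, and -0.17 and -0.06 after Lam, and 2 other probes with the transcript of stilbene synthase had 0.41 and -0.03 after PS3. Genes often used as references, polyubiquitin, elongation factor 1-alpha and a tubulin beta chain, had 1.02, 1.04 and 0.3 after PS3. The last 2 had -0.03 and -0.26 without Adj replicate 3, and polyubiquitin had 0.65 without PS3 replicate 3. Other probes with the transcript of elongation factor 1-alpha had 0.09, -0.07 and -0.11 after PS3. As these genes come from Table S1, which was drawn up on these arrays, their direction is not independent evidence.

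The scanner intensities of SA replicate 3 had a rank correlation of 0.708 with the column of that name in the authors' normalized table. Normalization is argued against as the reason, since the other 17 arrays had 0.999 or more, and an exchange with another deposited array is too, since the best other column gave 0.655. When the column was worked back to intensities as part of a set with Adj, SA and JA, every step was in order (100%), where other sets gave 84.4% to 93.3%. Another array of SA-treated leaves behind the column may be the reason, but this stays open: the worked back array had its highest rank correlation, 0.957, with Lam replicate 3, and only 2 of the 17 other arrays correlated best with their own group. With SA replicates 1 and 2, the worked back array had 0.851 and 0.944. The scanner intensities of SA replicate 3 had 0.596 and 0.639 with these arrays, which had 0.885 with each other. At 21 probes at least 4-fold higher on SA replicates 1 and 2, the worked back array lay above DMSO by a median log2 of 3.19 and the scanner intensities of SA replicate 3 by 1.29, but Lam replicate 3 by 3.23 (JA replicate 3 by 0.91), so the value does not mark SA-treated leaves.

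One hypothesis tested was that the genes up after SA are also higher in the adjuvant-treated set. Of the paper's 67 SA genes, 57 were higher after Adj than after DMSO, with a median of 1.3. PS3 and Lam lay above JA at these genes by a median log2 of 1.16, where random lists gave -0.1 to 0.2. The study chose 25 of them as up after PS3 too, on the same arrays, which favors such a difference. At the 32 genes given for SA alone, not chosen as up after PS3 or Lam, the median was 2, against -0.13 to 0.3. Those genes were chosen as not up after JA, which random lists do not copy. Within these limits, the DMSO arrays shared by both comparisons are argued against as the whole reason. This is consistent with SA-responsive genes being higher in the whole adjuvant set, as a hypothesis from these data; a shift of the whole set of arrays stays open.

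How often other groupings of the arrays gave results as large was counted. For each comparison of 3 arrays with 3 there are 10 splits, too few for a share under 0.05. The real count and the highest other were 0 and 0 for PS3, 0 and 0 for Lam, 0 and 0 for PS3 against Lam (10 of 10 splits as large in each), and 2 and 0 for SA, 7 and 0 for JA, 5 and 0 for SA against JA, and 131 and 0 for Adj against DMSO (1 of 10 splits in each). The limma counts of 0 compare with 260, 179 and 20 genes at an unadjusted p, and with 44, 30 and 11 by the methods' t-test. For the differences between SA and PS3 effects and between JA and PS3 effects, and for the 3 counts of shared genes, the real value of 0 was reached by 100 of 100 splits drawn, as any split reaches 0, so these splits decide nothing. The highest other split called 1351 genes for SA against PS3 effects, which points to a structure of the samples, and 1 for JA against PS3 effects; for shared genes it was 0 for PS3 and Lam, 0 for PS3 and SA, and 85 for PS3 and JA. Of the gene list tests, 36 were called, and 2 of 100 splits of the 18 arrays gave as many, the real one included, with 36 as the highest other and a median of 18; since the study chose the members under the real grouping, these splits do not decide whether chance gave the number of calls.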
